# Reduction of mRNA export unmasks different tissue sensitivities to low mRNA levels during *Caenorhabditis elegans* development

**DOI:** 10.1371/journal.pgen.1008338

**Published:** 2019-09-16

**Authors:** Angelina Zheleva, Eva Gómez-Orte, Beatriz Sáenz-Narciso, Begoña Ezcurra, Henok Kassahun, María de Toro, Antonio Miranda-Vizuete, Ralf Schnabel, Hilde Nilsen, Juan Cabello

## Abstract

Animal development requires the execution of specific transcriptional programs in different sets of cells to build tissues and functional organs. Transcripts are exported from the nucleus to the cytoplasm where they are translated into proteins that, ultimately, carry out the cellular functions. Here we show that in *Caenorhabditis elegans*, reduction of mRNA export strongly affects epithelial morphogenesis and germline proliferation while other tissues remain relatively unaffected. Epithelialization and gamete formation demand a large number of transcripts in the cytoplasm for the duration of these processes. In addition, our findings highlight the existence of a regulatory feedback mechanism that activates gene expression in response to low levels of cytoplasmic mRNA. We expand the genetic characterization of nuclear export factor NXF-1 to other members of the mRNA export pathway to model mRNA export and recycling of NXF-1 back to the nucleus. Our model explains how mutations in genes involved in general processes, such as mRNA export, may result in tissue-specific developmental phenotypes.

## Author summary

The Central Dogma of Biology schematically highlights the transmission of genetic information stored in DNA, through RNA, to the formation of proteins. This general flow implicates RNA export from the nucleus to the cytoplasm and proper protein localization within the eukaryotic cell. Ultimately, proteins are the cell’s structural and catalytic functional units. As a result, cells differentiate into one cell type or another (such as epithelial, muscle, neuron…) and exhibit specific shape and functionality. Here we describe, in a *C*. *elegans* model, how mutations in genes involved in a general and ubiquitous mechanism, such as mRNA export, may result in tissue-specific developmental phenotypes that show up in processes that are highly demanding of cytoplasmic transcripts like epithelialization and gamete formation. A deep understanding of the mechanisms underlying the "connectors" shown in the Central Dogma of Biology is key both to unravel the general genetic control of an organism’s development and, at the same time, contribute to a better understanding of tissue-specific diseases.

## Introduction

Cell differentiation and morphogenesis rely on the expression of specific genes that are translated into proteins in specific sets of cells to ensure the correct formation of the organs and body plan. The physical separation between genomic DNA and the cytoplasm in eukaryotic cells makes it necessary to export RNA through the nuclear envelope (NE) [1,2,3,4,5]. This nucleo-cytoplasmic transport is highly conserved [6] and our understanding of its mechanism comes from a variety of model organisms including yeast, nematodes, fruit flies and vertebrates [4,5,7,8].

mRNA biogenesis and export are tightly coordinated by sequential assembly of appropriate ribonucleoprotein complexes named the THO complex (named after the yeast tho2 subunit was identified as a suppressor of the Transcriptional defect of Hpr1 by Overexpression), the TREX (TRanscription EXport) complex and the THSC/TREX-2 (Transport/export complex 2) complex [4,5,9,10,11]. Briefly, during transcription, a group of proteins called the THO complex is recruited to chromatin. This complex is needed for transcription elongation, mRNA export and genome integrity [12,13]. The metazoan THO complex contains THOC1/2/3/5/6/7 (THO complex in yeast: Hpr1, Tho2, Mtf1 and Thp2) [14]. Next, additional proteins UAP65, Aly/REF and CIP29 (Sub2p, Yra1p and Nab2 in yeast) bind the THO subunits to build the transcription-export complex (TREX complex) which couples transcription with mRNA export [15].

After the messenger ribonucleoprotein (mRNP) has been generated, the conserved nuclear RNA export factor 1 (NXF1/TAP) is recruited through direct interaction with several TREX components [2,16]. NXF1 family export factors are composed of multiple domains. At the N terminus is the RNA recognition motif (RRM) [17]. Next, a leucine-rich repeat domain (LRR) is required for NXF1-mediated export [18]. This domain is followed by a nuclear transport factor 2, NTF2-like domain, that heterodimerizes with a protein known as p15 or NXT [19,20,21,22]. Efficient mRNA export from the nucleus to the cytoplasm requires the formation of this complex. The remaining C-terminal domain, TAP, also known as the NXF1 ubiquitin-associated domain (UBA), permits translocation through the central channel of the nuclear pore complex (NPC) by interacting with FG-Nups (phenylalanine-glycine (FG) reach nucleoporins) [6,20,21,23,24]. Finally, the THSC/TREX-2 (transport/export complex 2), binds the mRNP to the nucleoplasmic side of the NPC. The transit of mRNP through the nuclear pore is mediated by direct interaction of NXF1-p15 with the nucleoporins that line the pore [25]. Once in the cytoplasm, mRNA can be stored in large ribonucleotide protein particles (RNP), as happens in the so-called germ granules (known as P granules in *C*. *elegans*) or it can be directly translated into proteins [26,27,28] (Fig 1).

**Fig 1:**
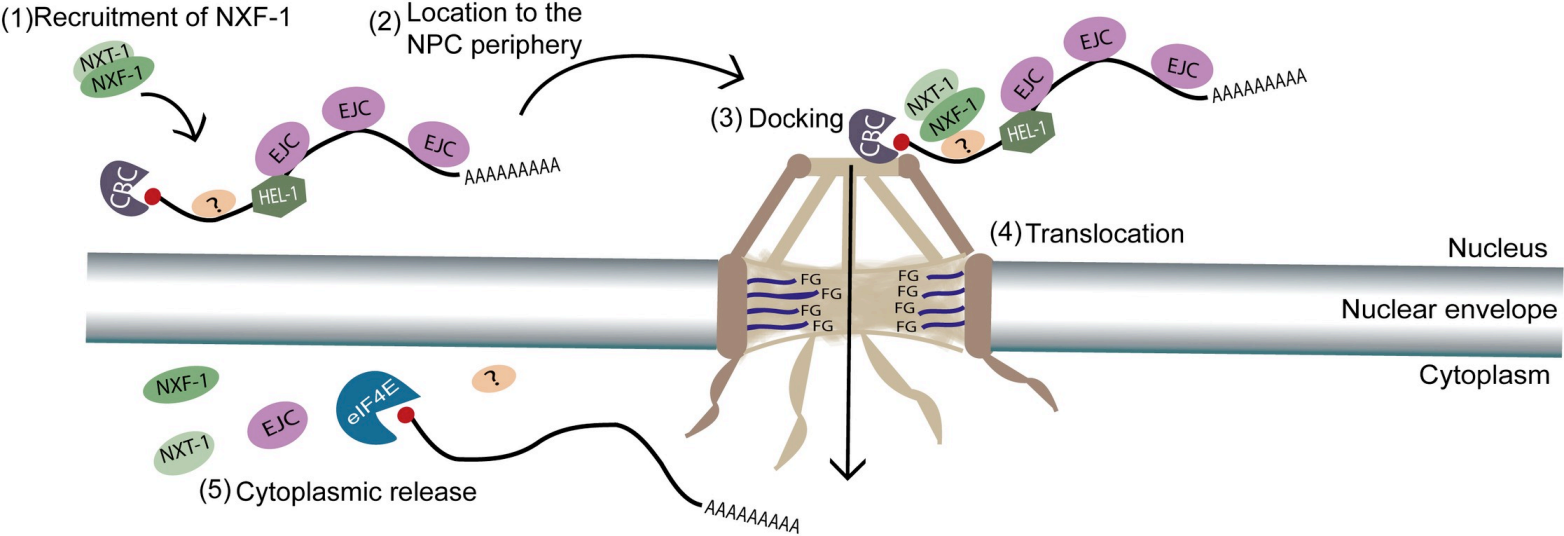
Schematic overview of nuclear mRNA export. The primary steps in mRNA export are shown. (1) Recruitment of the NXF-1–NXT-1 (NXF1-p15) heterodimer to mRNA (2) nascent mRNP-NXF-1 is docked to the nuclear pore, (3) followed by translocation (4) and cytoplasmic release (5) at the cytoplasmic filaments.

Over the last decades, *C*. *elegans* has emerged as a powerful model for studying cell differentiation and morphogenesis. *C*. *elegans* has a simple body plan. Schematically, it can be divided into two cylindrical layers of tissues and organs separated by a fluid-filled space (pseudocoelom). From outside to inside, the outer layer constitutes the body wall, which consists of the cuticle and an epithelium called the epidermis (also known as the hypodermis) [29], the excretory system, neurons and muscles. The inner system is comprised of the gonad and another epithelial tube composed of the pharynx and intestine [30]. The anterior portion of the pharynx and the external epidermis remain linked by nine cells called the arcade cells. Absence of this arcade cell epithelium leads to a Pun (pharynx unattached) phenotype where the pharynx detaches from the mouth during development and forms a confined cell cluster in the interior of the animal [30,31,32,33].

Several pathways contribute to cell fate specification and epithelialization of arcade cells. It occurs after the epidermis and pharynx have epithelialized. The process is very fast (less than 10 minutes), during mid-embryogenesis after the embryonic cell divisions are complete [33]. Recent studies show that PAR-6/PARD6A is required for polarizing the arcade cells to define typical apical and basolateral domains [34,35,36]. In *C*. *elegans* epithelial cells, both domains are separated by the adherens junctions (CeAJ). Thus, the CeAJ contains proteins that mediate adhesion such as HMR-1/cadherin, HMP-1/-catenin, HMP-2/-catenin, and VAB-9/claudin [37,38]. In addition, DLG-1/Discs large and the coiled-coil protein AJM-1, are also part of the CeAJ although they are located slightly more basally [39,40].

In this study we show that reducing mRNA export strongly affects epithelial formation and germline proliferation in *C*. *elegans*. Previous studies revealed that both processes require specific gene expression programs. Our findings indicate the existence of feedback mechanisms that activate expression of specific genes to compensate for the lack of mRNAs in the cytoplasm such as those involved in mRNA export or cytoskeletal rearrangements. Finally, we suggest a model to explain the mRNA export pathway and recycling of the export factor NXF-1 back to the nucleus in *C*. *elegans* to close the export cycle.

## Results

### Identification of a *C*. *elegans nxf-1* mutant with pharyngeal and morphogenetic embryonic defects

To discover genes involved in embryonic morphogenesis, we performed a genetic screen for embryonic lethal worms with the pharynxes unattached to the mouth (Pun phenotype). Thus, we identified a thermo-sensitive (ts) mutant allele, *t2160*, whose embryos arrested at late stages with a highly penetrant Pun phenotype (87.5% (n = 176)) and body elongation defects (81% (n = 60)) (Fig 2A and 2B, Table 1). Three experimental lines demonstrated that *t2160*ts is an allele of the *C*. *elegans* nuclear export factor 1 (*nxf-1*) [41]. First, using the whole genome sequencing approach (WGS) and CloudMap/Hawaiian Variant Mapping (http://usegalaxy.org/cloudmap)[42], we identified a homozygous A-to-G transition at the 14414501 position of chromosome V, in the C15H11.3/*nxf-1* gene that caused a VAL to ALA substitution. The *t2160*ts mutation was located in the RRM (RNA recognition motif) domain of NXF-1 (Fig 2C). Second, *t2160*ts failed to complement a knockout deletion of the *nxf-1*(*ok1281*) gene. Third, the *t2160*ts embryonic lethality was successfully rescued with a plasmid containing 1096 bp of the gene promoter, the *nxf-1* genomic region and 1313 bp of the 3' UTR (S1 Fig). To determine whether the ts effect of the VAL to ALA substitution was likely due to synthesis or to folding [43] we performed a ts curve assay during embryo development (S2 Fig). In an up-shift curve, worms grown to adulthood at 15°C (permissive temperature) were allowed to lay eggs which were sequentially shifted to 25°C (restrictive temperature). In those embryos, the maternal product was therefore synthesized at the permissive temperature. However, 100% of those embryos died when shifted to 25°C at the two-cell stage, and the lethality did not fall under 50% until mid-embryogenesis when most cell divisions and epithelialization are completed. The maternal product is enough to complete the development of a maternally rescued homozygous embryo at 25°C from a heterozygous *nxf-1*(*t2160*ts)(+/-) hermaphrodite mother. Together with the down-shift curve, these results show the NXF-1 requirement during embryonic cell proliferation, differentiation and morphogenesis and strongly indicate that *t2160*ts mutation alters the protein conformation when exposed to 25°C.

**Fig 2:**
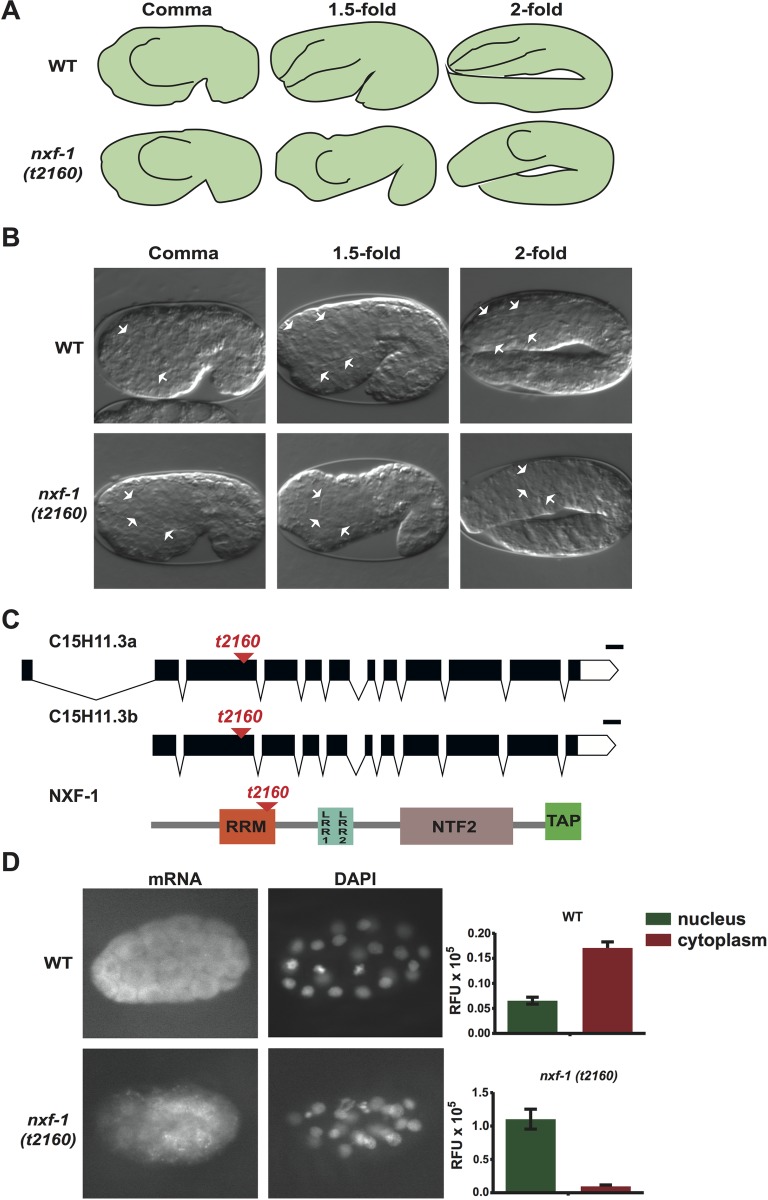
*nxf-1(t2160*ts*)* mutant shows unattached Pun pharynx. **(A)** Schematic overview of pharyngeal morphogenesis during WT and *nxf-1(t2160*ts*)* embryogenesis. **(B)** Differential interference contrast (DIC) image of comma, 1.5-fold and 2-fold embryos showing WT embryo elongation with pharynx attached to the buccal cavity and similar images of *nxf-1(t2160*ts*)* mutant embryos in which the pharynx failed to reach the buccal cavity (unattached phenotype, Pun). White arrows point to the basement membrane surrounding the developing pharynx. **(C)** Genomic organization of the *nxf-1* gene and NXF-1 protein domains. Red arrowhead indicates the *t2160*ts mutation. **(D)** mRNA visualized by FISH with a poly-dT oligonucleotide conjugated with Cy3. Strong accumulation of poly(A)mRNA in the *nxf-1(t2160*ts*)* nucleus contrasts with the WT nucleus where no signal accumulation was distinguishable, and mRNA concentrates in the cytoplasm. mRNA accumulation is measured as relative fluorescent units (RFU) in the cellular nucleus and cytoplasm of FISH-stained embryos.

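In the Ensembl annotation of the WBcel235 genome used here, nxf-1 (WBGene00003834) lies on the minus strand of chromosome V from 14411649 to 14415014. It has 1 annotated transcript, with 11 exons and 609 codons before the stop codon. Position 14414501 of chromosome V, which the paper gives for the t2160 substitution, falls in exon 2 of this transcript, which spans 14414446 to 14414837. Counted along the transcript, the position is base 337 of the exon, base 464 of the coding sequence and base 2 of codon 155. The paper's text names no genome build beside the position, and the sequence itself was not analysed here. The annotation with which the authors counted RNA-seq reads, named after WBcel235 and Ensembl release 85, gives nxf-1 a span from 14412405 to 14415792 in 12 exonic blocks with 2103 bases in total. The position lies in block 3 of these, counted from the start of the gene.

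**Figure D1:**
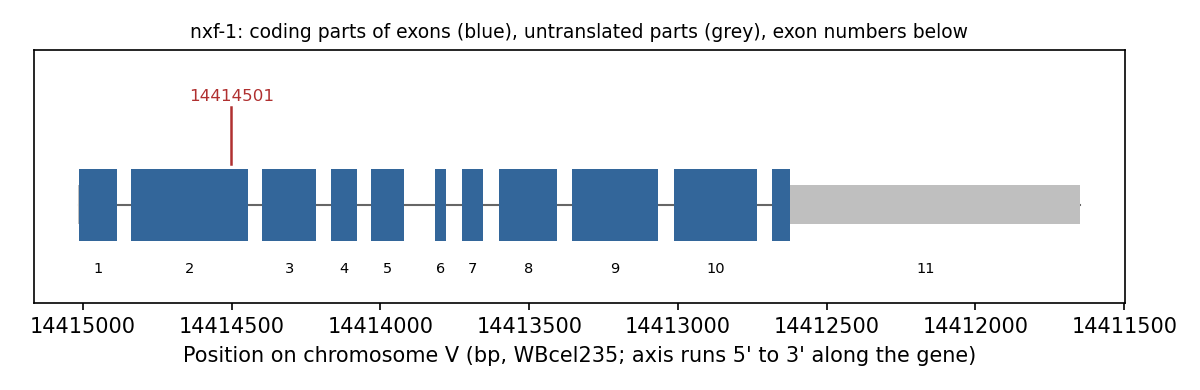
Exons of nxf-1 on chromosome V (position in bp, WBcel235, Ensembl annotation used here), drawn from the start of the gene on the left, with coding parts in blue, untranslated parts in grey and exon numbers below. The red line marks position 14414501, inside exon 2 of the 11 exons.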

**Table 1:** Phenotypes observed in *nxf-1* mutants and after RNAi of mRNA export factors and EJC core proteins.

Mutant/RNAi*	Phenotype	Pun %	Epidermal defects %
*nxf-1(ok1281)*	zygotic larval lethal	-	-
*nxf-1(t2160)*	maternal late embryonic lethality	87.5	81
*nxf-1(ok1281/t2160)*	Sterile	-	-
RNAi *nxf-1* L1	arrested L2	-	-
RNAi *nxf-1* L4	early embryonic lethality	-	-
"milder" RNAi *nxf-1* L4	late embryonic lethality	71	87
RNAi *nxt-1* L1	sterile; protruding vulva	-	-
RNAi *nxt-1* L4	early embryonic lethality	-	-
"milder" RNAi *nxt-1* L4	late embryonic lethality	62	65.6
RNAi *hel-1* L1	arrested L2	-	-
RNAi *hel-1* L4	late embryonic lethality	27	100
RNAi *mag-1* L1	late embryonic lethality	-	98
RNAi *rnp-4* L1	late embryonic lethality	-	98

* *nxf-1(t2160) t*emperature-sensitive allele was grown at the permissive temperature (15°C) until the L4 larval stage and then moved to the restrictive temperature of 25°C overnight. The next day, adult worms were dissected and young embryos were left to develop at 25°*C* overnight, then scored under the microscope. For *nxf-1(ok1281/t2160)*, F1 L1 larval stage worms were separated onto new plates and grown at 25°C. Bacterial RNAi clones of *nxf-1* and *nxt-1* were diluted with L4440 at a 1:1 concentration for a “milder” *RN*Ai effect. Worms were grown at 15°C and the next day, embryos showing morphogenetic phenotypes were scored. Embryo phenotypes were assessed under the microscope using DIC optics.

Since the *t2160*ts mutation affects the *nxf-1* gene, we decided to check intracellular mRNA distribution. To examine the polyadenylated RNA localization, we performed FISH (fluorescent in situ hybridization) analysis. Hybridization with an oligo-dT probe against poly(A) showed mRNA preferentially accumulated in the nucleus rather than the cytoplasm of *nxf-1(t2160*ts*)* mutants. In contrast, the signal was mostly dispersed in the cytoplasm of wild-type (WT) embryo cells (Fig 2D). This indicates that *t2160*ts is a loss-of-function mutation in the *nxf-1* gene that impairs mRNA export. A phenotypic analysis of the available alleles and *nxf-1* RNAi reveals that the *t2160*ts mutation leads to reduced activity but is not a null allele of *nxf-1*. *nxf-1 (ok1281)* knockout maternally rescued or *nxf-1* RNAi-fed L1 larvae led to larval arrest, whereas *nxf-1 (t2160*ts*)* or RNAi performed under mild conditions (RNAi diluted with L4440 bacterial RNAi empty vector at a 1:1 ratio) led both to the same embryonic Pun phenotype and body elongation defects in the F1 embryos. Heterozygous worms *ok1281/ t2160*ts exhibited an intermediate phenotype: they reached adulthood but were sterile (Table 1).

To check NXF-1 localization *in vivo* and throughout development, we created transgenic lines expressing NXF-1 fused to 3xFLAG and eGFP (enhanced green fluorescent protein) (S1B Fig). The transgene successfully rescued the *nxf-1*(*t2160*ts) mutation indicating that the construct was functional and did not change the function of NXF-1. eGFP expression was detected in all stages of the *C*. *elegans* life cycle. As expected for a nuclear export factor, NXF-1::3xFLAG::eGFP showed nuclear localization during embryogenesis, larval and adult stages. NXF-1 showed dynamic localization during cell division: it was detected as nuclear but diffused to the cytoplasm during mitosis (S1 Movie). In addition, NXF-1::3xFLAG::eGFP was detected in granules in the oocyte cytoplasm (Fig 3).

**Fig 3:**
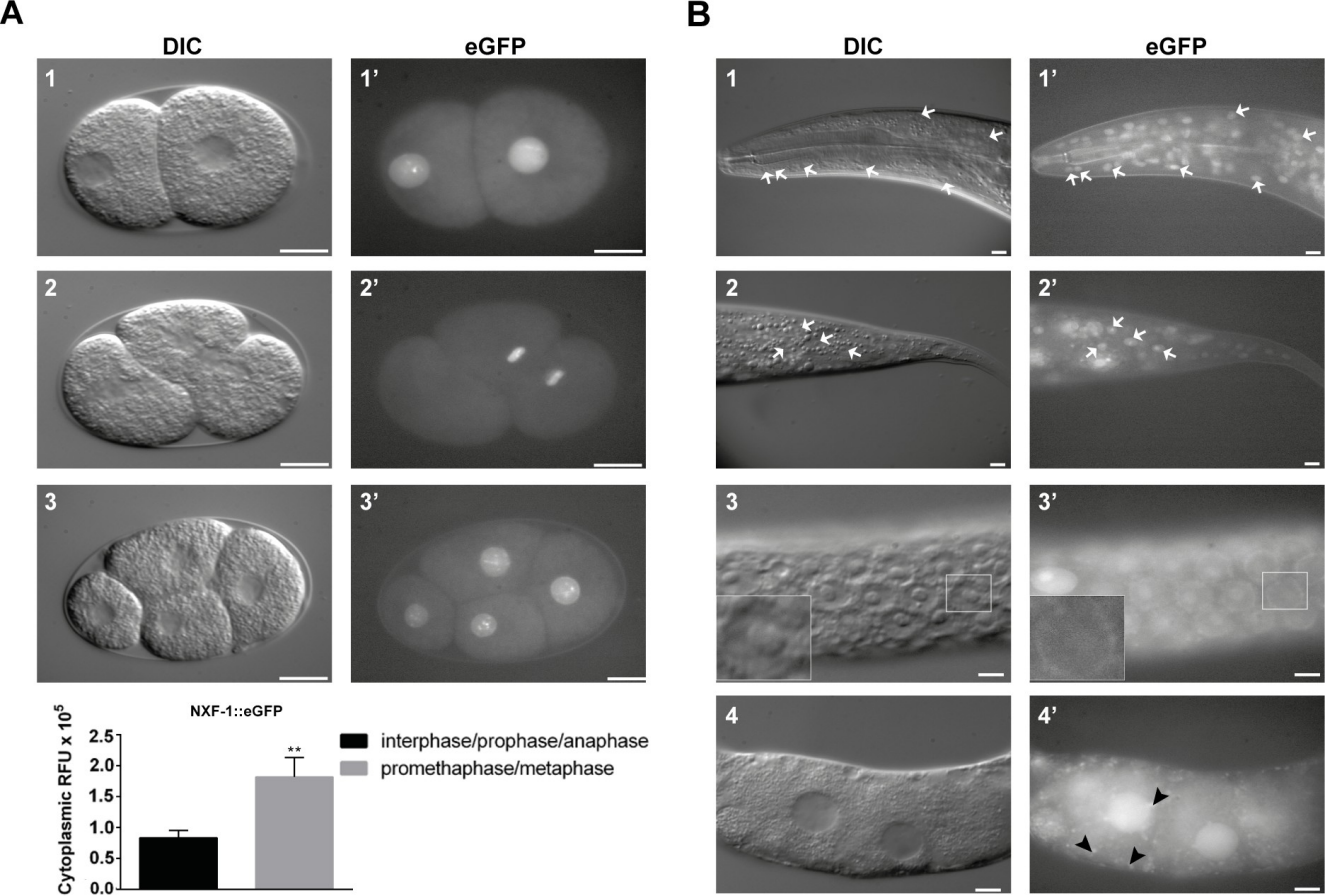
NXF-1 is concentrated in the nucleus. **(A)** (top panel) NXF-1::GFP expression in the early two-cell stage embryos (A1, A1') during cell division of the AB blastomere (A2, A2'), and in the four-cell stage (A3, A3'). Bottom panel shows quantification of the NXF-1 diffused into the cytoplasm during cell division. **(B)** NXF-1 expression in *C*. *elegans* adult somatic cells. Pictures show details of the head (B1, B1'), tail (B2, B2'), gonad (B3, B3') and oocytes (B4, B4'). White arrows indicate cellular nuclei. Black arrowheads indicate cytoplasmic granules. A detail of the localization of NXF-1 in the nuclear envelope of gonadal nuclei is shown in B3, B3' inset. Scale bar: 10μm.

To assess the developmental defects of *nxf-1*(*t2160*ts) embryos, we performed 4D microscopy and compared it to that of WT N2 embryos (S2 Movie). Since the *nxf-1*(*t2160*ts) mutant is temperature sensitive, worms (WT and mutant) were grown at 15°C. Then, the worms where transferred to 25°C degrees and allowed to grow overnight (O/N) prior to selecting the embryos. The Pun pharynxes of the *nxf-1*(*t2160*ts) mutant embryos displayed several characteristics that are consistent with normal tissue differentiation, such as the presence of a distinct pharyngeal lumen and sustained rhythmic pumping. In further support of these results, we observed strong expression of several GFP markers indicating the presence of differentiated muscle (P*myo-2*::GFP) [44], and neurons (P*ric-19*::GFP) [45] in the Pun pharynxes (Fig 4A and 4B).

**Fig 4:**
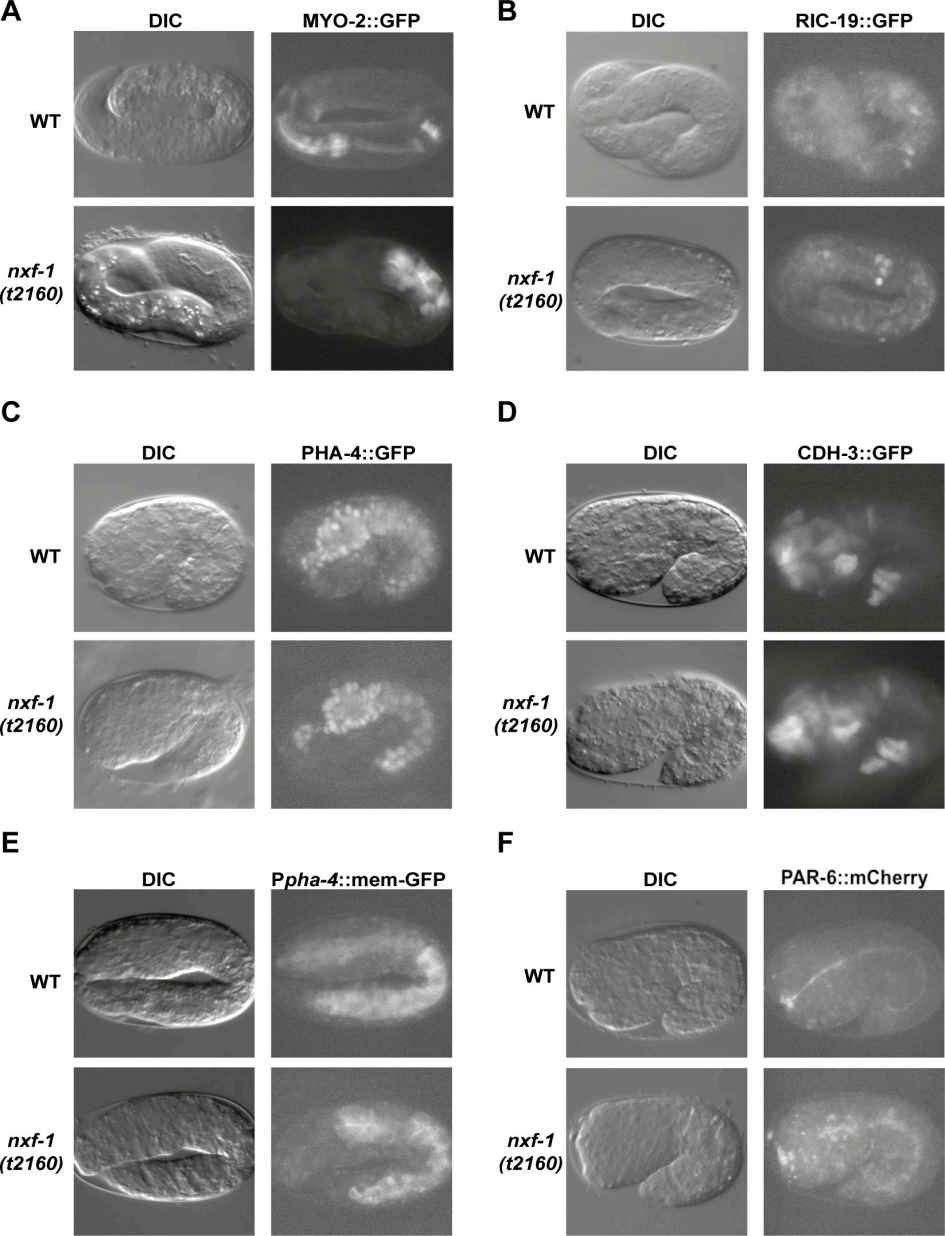
*nxf-1*(*t2160*ts) Pun pharynxes show normal tissue differentiation but failed arcade polarization. **(A)** Representative three-fold WT and *nxf-1(t2160*ts*)* embryos expressing pMYO-2::GFP reporter in pharyngeal muscle and **(B)** RIC-19::GFP expression in M1 and M2 neurons in three-fold embryos. **(C)** WT and *nxf-1(t2160*ts*)* embryos expressing PHA-4::GFP and **(D)** CDH-3::GFP reporter in the arcade cells, lateral epidermal cells and the seam cells. **(E)** Representative images of P*pha-4*::membrane–GFP reporter expression and **(F)** PAR-6::GFP shows a clear cell polarization in WT but a mislocalized expression in *nxf-1(t2160*ts*)* embryonic epithelia. Corresponding DIC (left) and fluorescence images (right) are paired for each embryo. Anterior is left, dorsal is up.

In addition to these transgenes, we tested the expression of the *pha-4* gene. The *pha-4* transcription factor is the central selector regulator gene for the *C*. *elegans* pharynx and its activity is essential for all pharyngeal development [46]. PHA-4 determines the identity and morphogenetic program of all the pharyngeal precursors by directly regulating many genes expressed in the pharynx and arcade cells at different time intervals [36,47,48,49,50,51,52,53,54]. *pha-4* expression was detected in the nuclei of the intestine, pharynx and arcade cells, both in the *nxf-1*(t2160*ts*) mutant and WT. All nine arcade nuclei could be identified and were located approximately between the pharyngeal and epidermal cells (Fig 4C), indicating that developmental programs properly differentiate pharyngeal cells in the *nxf-1*(t2160*ts*) mutant. Furthermore, normally expressed CDH-3::GFP [55] in the developing arcade cells, lateral epidermal cells and seam cells suggested proper differentiation of epithelial cells (Fig 4D).

In contrast, expression of the *pxIs10* [*P*pha*-4*::GFP::CAAX + (pRF4) *rol-6(su1006*)] transgene that generates a GFP fused to the isoprenylation sequence (CAAX) of *mig-2* [56], under control of the *pha-4* promoter to drive GFP to the plasma membrane of the same cells [30,53], revealed that although the intestinal and pharyngeal cell membranes glowed in both WT and mutant embryos, fluorescence was not detected in the arcade cell membrane of the mutant (Fig 4E). This indicated the existence of membrane or cortex defects specifically in the arcade cells of the *nxf-1* (t2160*ts*) mutant.

To further assess whether epithelialization defects in arcade cells caused the Pun phenotype in *nxf-1*(t2160*ts*) mutants, we monitored the localization of the fluorescent reporter for the *C*. *elegans* apical surface polarization protein PAR-6/Par-6 and the expression and localization of *C*. *elegans* apical junction (CeAJ) components (Fig 4F, S3A Fig): the classical cadherin-catenin complex (HMR-1/E-cadherin, JAC-1/p120-catenin, HMP-1/alpha-catenin) and the more basal AJM-1, DLG-1/disk large complex and SAX-7/L1CAM that has been proposed to function as a transmembrane component of this complex (S3 and S4 Figs) [57]. Partial loss of NXF-1 activity affected normal expression of CeAJ proteins. We detected a strong increase in DLG-1::dsRed expression and a moderate decrease of AJM-1::GFP, SAX-7::GFP and HMR-1::GFP expression in both the epidermis and the gut, that may be a direct consequence of the less efficient export of transgenic mRNA in the *nxf-1* (t2160*ts*) mutant. However, the more dramatic change in *nxf-1*(t2160*ts*) mutants was the absence of apical junctions in the arcade cells and the mislocalization of the PAR-6 polarity protein that shows an ectopic and non-polarized localization in arcade cells and also, to a lesser degree, in pharyngeal and intestinal cells as occurs in WT (Fig 4F, S5 Fig), indicating that NXF-1 is essential for arcade cells to form a polarized epithelium. In addition, proper epidermal morphogenesis was disrupted, and some cells failed to adopt their normal elongated form (Fig 4, S3 Fig, S4 Fig).

Finally, to determine whether other epithelia, such as intestine, could also be affected to a lesser extent, we analyzed WT and *nxf-1* (t2160*ts*) L1 larvae intestinal morphology. Although the mutants showed a fully developed intestine, their morphology was not completely normal and showed a wider lumen than in the WT, all along the gut duct. This defect was already detectable during embryogenesis (S6 Fig), indicating that although less sensitive than arcade and hypodermal cells, intestinal epithelia is also affected by limited mRNA export.

In summary, a partial loss of activity in the *nxf-1*(t2160*ts*) mutant predominantly affects epithelial tissues (mainly arcade cells) causing pharynx attachment defects and body elongation arrest by affecting cell-cell membrane contacts but not cell differentiation.

### mRNA export machinery is essential for pharyngeal and epidermal morphogenesis

To discern whether the unattached pharynx and body elongation defects observed in *nxf-1*(*t2160*ts) mutants were due to a specific function in morphogenesis or to impaired mRNA export in tissues with a high demand of mRNA, we knocked down other mRNA export machinery components and evaluated both phenotypes. Thus, we depleted NXT-1/p15 and the DEAD-box helicase, HEL-1/UAP56 by RNAi. NXT-1/p15 is an ortholog of the Ran-GDP-binding nuclear transport factors NXT1 and NXT2, that heterodimerize with NXF-1 to bind to nucleoporins and facilitate export of poly(A) RNA [2,58,59]. HEL-1/UAP56 is a DEAD-box helicase, essential for mRNA export in *C*. *elegans* [59,60] (Fig 5).

**Fig 5:**
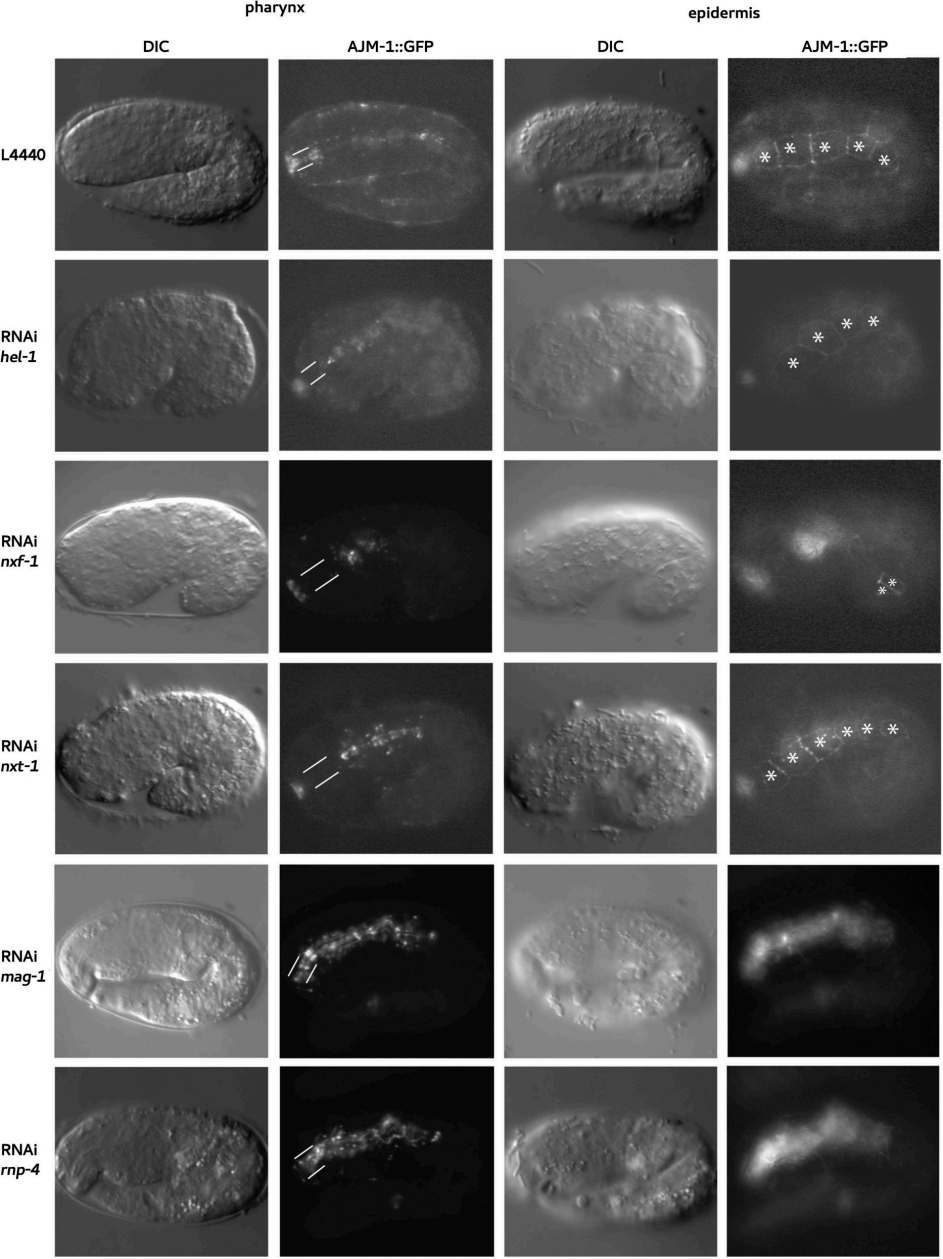
mRNA export components NXF-1/NXF1, NXT-1/NXT1 and HEL-1/UAP56 are required for *C*. *elegans* foregut tubulogenesis and epidermal morphogenesis where EJC core components RNP-4/Y14 and MAG-1/Mago-nashi are essential for *C*. *elegans* epidermal morphogenesis but dispensable for pharyngeal morphogenesis. Worms expressing AJM::GFP reporter in the L4 stage were fed with RNAi clones of *hel-1*, *nxf-1*, *nxt-1*, *mag-1* and *rnp-4*. RNAi clones of *nxf-1* and *nxt-1* were diluted with L4440 at a 1:1 concentration for a “milder” RNAi effect. Worms were grown at 15°C and images were taken the next day. Embryos depleted of *nxf-1*, *nxt-1* and *hel-1* show pharyngeal and hypodermal defects (asterisks). WT, *rnp-1(RNAi)* and *mag-1(RNAi*) arcade cells (between white lines) expressed AJM::GFP, illustrating that they are epithelialized.

L1 larvae of the strain ST65 (ncIs13[*ajm-1*::GFP]) [61], expressing AJM-1::GFP, fed with RNAi clones of the *nxf-1* and *hel-1* genes, arrested at the L2 stage. L1 animals depleted of NXT-1 reached adulthood but were sterile and 50% of them showed protruding vulva (S7 Fig). When the RNAi experiment started at the L4 stage, all the worms progressed to adulthood and laid eggs that arrested at early embryonic stages [41,59]. To obtain a partial reduction of the mRNA export activity, we performed RNAi experiments by feeding L4 stage worms with bacterial *nxf-1* and *nxt-1* RNAi diluted with L4440 (bacterial RNAi empty vector) at a 1:1 ratio for a “milder” RNAi effect. F1 embryos developed further and died at later stages. 71% (n = 28) of the *nxf-1* RNAi embryos, 62% (n = 29) of the *nxt-1* RNAi embryos and 27% of the *hel-1* RNAi (L4 normal conditions) embryos showed unattached pharynxes with missing expression of AJM-1::GFP in arcade cells and body elongation defects (Fig 5, Table 1).

Thus, we concluded that inhibition of the mRNA export machinery by RNAi depletion of its individual components leads to a catastrophic arrest during development. In contrast, a partial reduction in mRNA export predominantly affects epithelial tissues, mainly arcade cells, causing pharynx attachment defects and body elongation arrest.

To assess whether other proteins involved in mRNA biogenesis and processing also affect embryonic morphogenesis in *C*. *elegans*, we knocked down components of the exon junction complex (EJC) and scored the unattached pharynx and body elongation defects. The EJC complex remains stably bound within mRNPs and serves as a binding platform for factors involved in mRNA packaging, export, translation and nonsense-mediated decay (NMD). Depletion of *C*. *elegans* EJC has a partial effect on mRNA splicing fidelity [62]. This complex provides a link between several steps of the mRNA life cycle [reviewed in: 63,64,65].

L1 larvae of the transgenic strain ST65 (ncIs13[*ajm-1*::GFP]) [61], expressing AJM-1::GFP, were fed with RNAi clones of the genes *mag-1*/Mago-nashi and its binding partner *rnp-4*/Y14 (components of the *C*. *elegans* EJC) [66]. Depletion of these two genes caused lethality of the F1 embryos which arrested with elongation defects [this study,59,66]. Depletion of RNP-4/Y14 did not cause nuclear accumulation of poly(A) RNAs, suggesting that *C*. *elegans* Y14 orthologue plays an essential role in *C*. *elegans* development, but is not directly associated with mRNA export [59]. The AJM::GFP reporter showed that the hypodermis was disorganized in these embryos. In contrast, pharyngeal and intestinal tissues were evident in those arrested embryos. The CeAJ in the foregut was properly formed and the pharynx was completely elongated (Fig 5).

Our results indicate that whereas the epidermis is highly sensitive to different processes affecting mRNA metabolism, such as biogenesis, processing or export, arcade cells are specifically more sensitive to mRNA export defects. This suggests the existence of different mechanisms for epithelialization or different levels of mRNA requirements for the different types of epithelia during morphogenesis.

### Mutation of *nxf-1* affects cell proliferation and DNA damage response in the *C*. *elegans* germline

To further explore the consequences of reducing the activity of *nxf-1* in other tissues, we expanded the analysis to the *C*. *elegans* germline. Oocyte production requires high levels of transcription and translation to accumulate enough maternal product for embryonic development [67,68]. DAPI staining of gonads at the one-day adult stage shows that the number of mitotic germ cells was strongly reduced in the *nxf-1*(*t2160*ts) mutant (Fig 6). N2 and *nxf-1*(*t2160*ts) worms were grown at 15°C until the L4 larval stage and then moved overnight to 25°C before scoring the gonad nuclei. The mitotic region of *nxf-1*(*t2160*ts) gonads had 105.9±3.4 nuclei (mean±standard error/SE) (n = 20), which is half the number of nuclei in the mitotic region of WT worms 205.36±2.9 (mean±SE) (n = 11) grown under the same conditions. In *C*. *elegans*, germline proliferation is governed by GLP-1/Notch-receptor and other effectors that mediate the transition from mitosis to meiosis [69,70]. Although, we did not find significant differences between gene expression of those factors in *nxf-1*(*t2160*ts) vs WT nematodes (S8 Fig), the inefficient transport of their mRNAs to the cytoplasm could affect the extension of the mitotic region. 

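The expression of these factors was measured by RNA-seq of one-day-old adults, in 3 biological replicates of WT and 3 of nxf-1(t2160ts), and tested from the authors' counts with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 14450 genes. All 7 genes of S8 Fig were tested, and 0 of them had an adjusted p under 0.05. The number with an unadjusted p under 0.05 was also 0. Their log2 fold changes (mutant against WT) ran from -0.08 for glp-1 to 0.31 for teg-1, with a median of 0.06. The receptor gene glp-1 (WBGene00001609, chromosome III, 9092241 to 9099683) had 248 ± 29.8 CPM (SD, n = 3) in WT and 235.3 ± 10.5 (SD, n = 3) in the mutant, a log2 fold change of -0.08 (standard error 0.11, edgeR adjusted p = 0.764). For lag-1 (WBGene00002245), the values were 125 ± 10.9 CPM in WT and 122 ± 5.84 in the mutant. The smallest adjusted p was that of teg-1 (WBGene00006563), at 0.335, with 21.0 ± 2.27 CPM in WT and 26.0 ± 3.07 in the mutant (SD, n = 3 each). The standard errors of ego-1, ego-2, glp-1, lag-1 and teg-4 were between 0.08 and 0.11, and that of lgx-1 was 0.34. For each of the 7 genes the values of the WT and the mutant replicates overlapped. The model with the replicate number as a block also called 0 of the 7 genes. Without TMM normalization the median log2 fold change of all tested genes was 0.06 in place of -0.01, and glp-1, lag-1 and ego-1, close to 0, moved with it from below to above 0 (0.001, 0.03 and 0.02). With an offset for gene length, those of ego-2, lgx-1 and teg-4 fell below 0, at -0.13, -0.24 and -0.05. With the block and the offset together, ego-1 was at -0.32 (edgeR adjusted p = 0.0614), glp-1 at -0.26 and lag-1 at -0.15. In that fit ego-2, lgx-1 and teg-4 were at -0.13, -0.19 and -0.04 and teg-1 at 0.31, and none of the 7 passed the threshold.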

The number of nuclei in mitosis was determined by counting phosphorylated histone H3 (pH3)-positive nuclei in dissected gonads. Immunostaining with an anti-pH3 antibody marks cells in the late M phase [71]. This reduction in phosphorylated histone H3 is not caused by a lower level of histone expression (S9 Fig) but likely reflects the less proliferative state of the *nxf-1* (*t2160*ts) mutant gonad. 

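The S9 Fig histone genes number 45, and 28 of them had enough counts to be tested. None of the 28 passed an adjusted p of 0.05 (count 0), and 14 had an unadjusted p under 0.05. Of the 28 log2 fold changes, 21 were negative and 7 positive, with a median of -0.73 and a range from -1.96 (his-67) to 1.47 (his-73). In 14 genes every mutant replicate was below every WT replicate, and in 2 every mutant replicate was above. Of the 4 genes with the most counts, his-72 had 344 ± 16.8 CPM (SD, n = 3) in WT and 341 ± 22.3 (SD, n = 3) in the mutant, a log2 fold change of -0.01 (standard error 0.09, edgeR adjusted p = 0.967). his-24 had 126 ± 49.3 and 119 ± 10.0 CPM, a log2 fold change of -0.08. his-74 had a log2 fold change of -0.33 (standard error 0.16, edgeR adjusted p = 0.305) and his-35 of 0.28 (standard error 0.11), the latter also not past the threshold and with every mutant replicate above every WT replicate. Among the genes with fewer counts, his-61 fell from 8.67 ± 1.51 to 3.05 ± 0.900 CPM (log2 fold change -1.50, standard error 0.30, edgeR adjusted p = 0.0631), and his-68 from 19.9 ± 6.27 to 7.86 ± 1.70 (log2 fold change -1.34, standard error 0.29, adjusted p = 0.0658). The block for replicate number gave a median log2 fold change of -0.75, and 9 of the 28 genes were called as downregulated and 0 as upregulated. The labels give both groups the replicate numbers 1 to 3. After each group's mean was removed, the mean correlation between WT and mutant replicates of the same number was 0.343. The -0.156 for different numbers largely follows from it. The values of single histone genes are uncertain, since the genes are near-identical copies, the authors' counting left out reads that map to several places, and the libraries were made from poly(A) RNA. The 28 genes were not separated by type of histone, so their median does not speak for histone H3 alone. The antibody staining of phosphorylated histone H3 was not analysed here.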

The reduction of the average number of mitotic cells observed in *nxf-1*(*t2160*ts) (3.58±0.36 (mean±SE) (n = 29)) versus the WT (8.88±0.69 (mean±SE) (n = 18)) further confirmed the diminished germline proliferation in the *nxf-1*(*t2160*ts) mutant (Fig 6).

**Fig 6:**
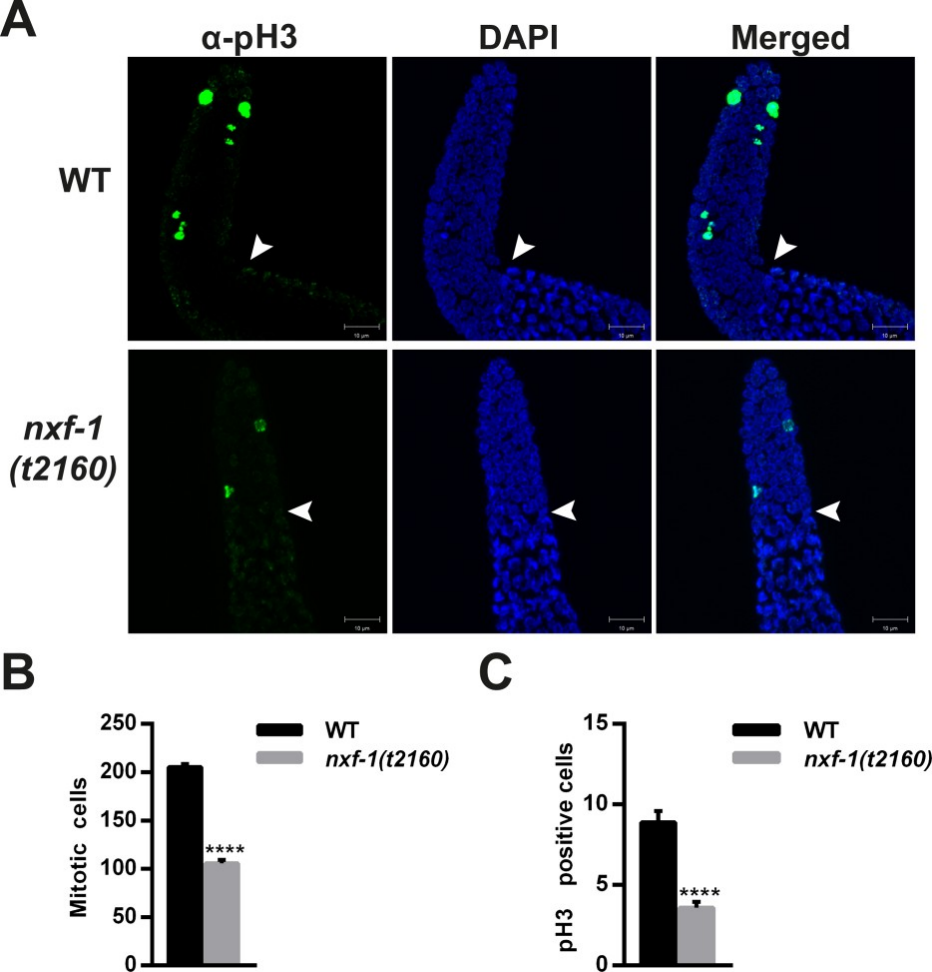
*nxf-1(t2160*ts*)* gonads show a reduced mitotic region with fewer cells in the M phase. **(A)** Representative pictures of the α-pH3 immunostained gonads. N2 (WT) and *nxf-1(t2160*ts*)* worms were synchronized. Gonads were dissected, fixed, immunostained with α-pH3 and counterstained with DAPI. **(B)** Mitotic cell quantification in the gonadal mitotic region of WT and *nxf-1(t2160*ts*)* background. **(C)** pH3 positive cell quantification in the gonadal mitotic region of WT and *nxf-1(t2160*ts*)* background. The number of pH3 positive cells and mitotic cells was manually counted in Z-Stack. Student’s t-test; ***P<0.0001. n = 20 gonads. Scale bar: 10μm.

As a canonical cell cycle progression mechanism, CDC25 dephosphorylates CDK1 to allow entry into mitosis. In *C*. *elegans*, CDK-1 is phosphorylated at the Tyr15 inhibitory residue upon DNA damage [72,73]. Phosphorylation of tyrosine (Tyr15) and threonine (Thr14) in the ATP-binding loop of CDK-1 prevents activation of the CDK/cyclin complex hindering entry into mitosis. To understand how loss of function of *nxf-1* disrupts the mitotic cell cycle, we performed immunostaining of adult gonads with antibodies against phosphorylated Tyr15 CDK-1. Our results showed an increase in Tyr15 phosphorylation of CDK-1 in the nuclei of the gonadal proliferative region of *nxf-1*(*t2160*ts) mutant animals (S10 Fig). This increase was higher than that caused by irradiation with ionizing radiation (IR) in WT animals. The absence of significant changes in the expression of *cdc-25* or *cdk-1* (S9 Fig) in *nxf-1* (*t2160*ts) vs WT and immunostaining with antibodies specific to phosphorylated proteins suggests that the reduction in germline proliferation is achieved by control of the cell cycle machinery by phosphorylation. 

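In the same RNA-seq data, cdk-1 (WBGene00000405, chromosome III, 9747432 to 9748852) had 270 ± 43.1 CPM (SD, n = 3) in WT and 230 ± 18.1 (SD, n = 3) in the mutant, a log2 fold change of -0.23 (standard error 0.14, edgeR adjusted p = 0.409). cdc-25.1 (WBGene00000386) had 258 ± 43.8 CPM in WT and 218 ± 15.0 in the mutant, a log2 fold change of -0.24 (standard error 0.14, adjusted p = 0.399). cdc-25.3 (WBGene00000388) had a log2 fold change of -0.22 (standard error 0.17, adjusted p = 0.534). In these 3 genes the replicates of the 2 groups overlapped. In cdc-25.2 (WBGene00000387, chromosome V, 1567076 to 1585472), every mutant replicate was below every WT replicate (exact permutation test, p = 0.1, the smallest that 3 replicates against 3 allow). Its mean was 108 ± 14.3 CPM in WT and 79.6 ± 8.88 in the mutant, a log2 fold change of -0.44 (standard error 0.13, edgeR adjusted p = 0.132). Once the replicate number was a block, the log2 fold change of cdc-25.2 was -0.44 and its adjusted p fell to 0.0239, past the threshold of 0.05, while cdk-1, cdc-25.1 and cdc-25.3 stayed above it (adjusted p = 0.113, 0.131 and 0.272). The mean correlation was 0.343 between replicates of the same number. The -0.156 between those of different numbers largely follows from it. With each replicate left out in turn, cdc-25.1 and cdc-25.2 each passed the threshold in 1 of the fits, and cdk-1 and cdc-25.3 in 0. cdc-25.4 (WBGene00000389) had 4, 21 and 12 counts in the WT replicates and 6, 2 and 7 in the mutant replicates, too few to be tested with all replicates. With 1 replicate left out, cdc-25.4 was tested and passed the threshold in at least 1 of the fits, on these few counts.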

To further check whether cell cycle impairment was an *nxf-1*(*t2160*ts)-specific phenotype or a consequence of reduced RNA export, we assayed other genes involved in RNA export. RNAi depletion of the DEAD-box helicase HEL-1/UAP56 also increased Tyr15 phosphorylation of CDK-1 in the gonadal proliferative region (S10 Fig). We next extended the analysis of cell proliferation to the cell cycle progression in the developing embryo. Consistent with the results observed in the gonad, 4D microscopic analysis shows that embryonic cell division is significantly slower in *nxf-1* (*t2160*ts) mutants compared to WT embryos under the same conditions (Fig 7). Taken together, these results suggest that RNA export reduction impairs mitotic cell cycle progression in *C*. *elegans*.

**Fig 7:**
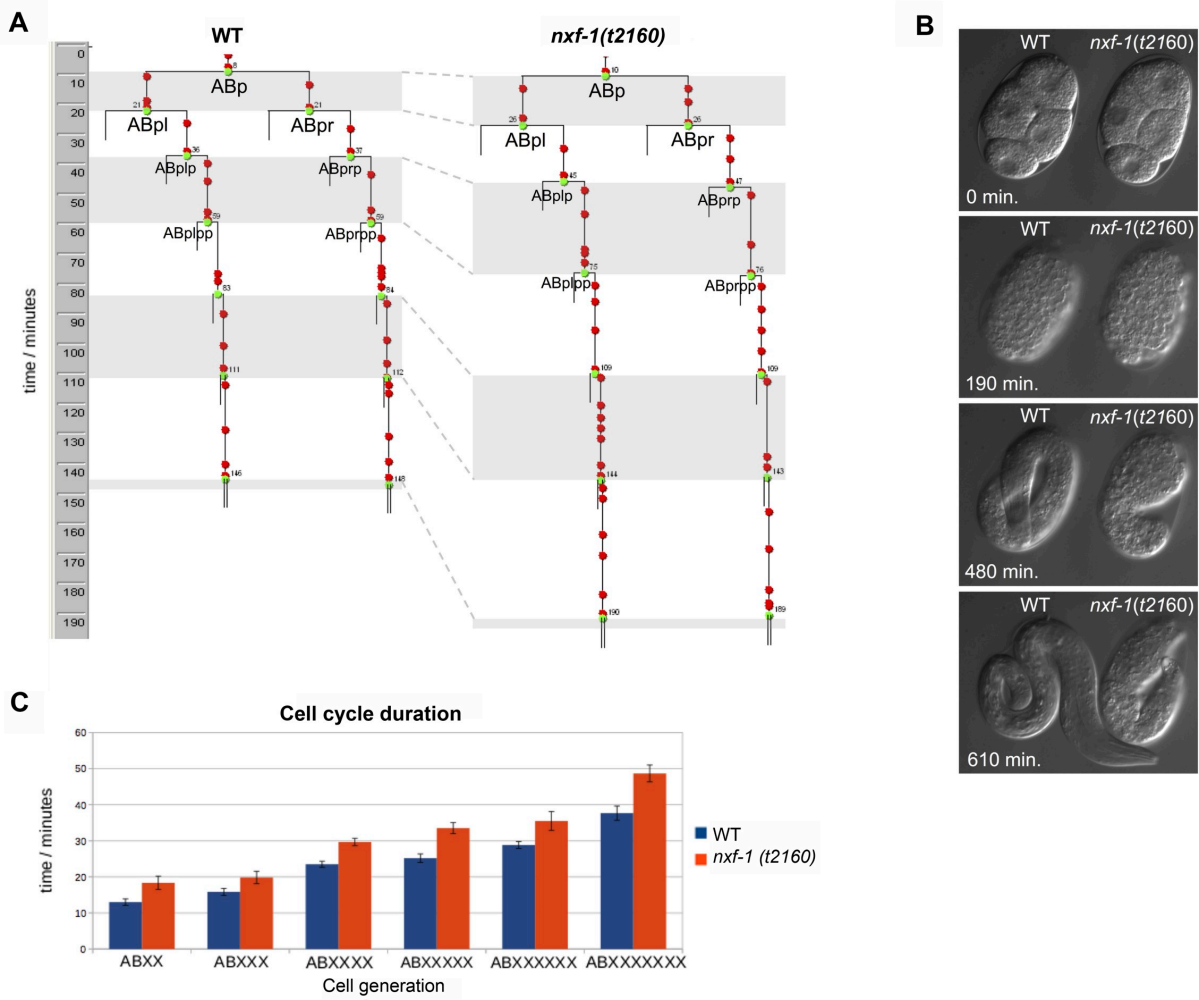
Analysis of the embryonic cell cycle progression in *nxf-1*(*t2160*ts) mutant compared to a WT embryo under the same conditions. **(A)** Representative examples of cell lineages within the AB blastomere descendants from a WT embryo and the same cells from an *nxf-1*(*t2160*ts) mutant embryo. **(B)** Cell division takes significantly longer in the mutant than in the WT. As a consequence, *nxf-1*(*t2160*ts) develops slower than a WT embryo recorded under the same conditions. **(C)** Duration of each cellular generation for WT and *nxf-1* (*t2160*ts) mutant embryos (n = 12 cells from 3 different WT and *nxf-1* (*t2160*ts) embryos).

Since the germline mitotic rate was reduced upon RNA export impairment, we further investigated its role in maintenance of meiosis. The RAD-51 protein is involved in DNA repair by homologous recombination and it is a marker of double-strand breaks (DSBs) undergoing processing [74,75]. Although the expression of *rad-51* was not affected by *nxf-1*(*t2160*ts) mutation (S9 Fig), we observed a massive accumulation of RAD-51 in the pachytene/diplotene region of *nxf-1*(*t2160*ts) mutant gonads (S11 Fig). However, depletion of *hel-1* by RNAi did not produce similar RAD-51 foci (S11 Fig). This result suggests that this phenotype is not directly caused by the reduction of RNA export, but instead may reveal an additional function of *nxf-1* in genome stability. 

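rad-51 (WBGene00004297, chromosome IV, 10281637 to 10284244) had 91.0 ± 15.0 CPM (SD, n = 3) in WT and 94.6 ± 5.75 (SD, n = 3) in the mutant by RNA-seq, a log2 fold change of 0.06 (standard error 0.13, edgeR adjusted p = 0.869). The difference is smaller than the spread between the WT replicates. With each of the 6 replicates left out in turn, the log2 fold change ran from -0.03 (without WT replicate 1) to 0.18. In the model with a replicate block it was 0.07 (adjusted p = 0.679). The protein was not analysed here.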

Once nuclei enter the meiotic pathway and complete the premeiotic S-phase, physiological double-strand breaks (DSBs) are generated through the action of a specialized topoisomerase enzyme SPO-11 [76]. Chromosomes align and synapse, and recombination is largely completed by late pachytene. This mechanism for initiation of meiotic recombination is conserved throughout eukaryotes. As a consequence, RAD-51 foci fail to form in *spo-11* mutants, indicative of an absence of DSBs [76]. To assay whether the increased levels of RAD-51 in *nxf-1(t2160*ts*)* mutants were due to a deregulation of SPO-11 activity, we knocked down *spo-11* by RNAi in an *nxf-1*(*t2160*ts) mutant background. Depletion of *spo-11* did not suppress the formation of RAD-51 foci in the *nxf-1*(*t2160*ts) mutant, indicating that they are independent of SPO- 11 activity (S11 Fig).

### A feed-back mechanism alters the gene expression pattern in response to low mRNA export

To gain insight into the transcriptional consequences of reducing mRNA export, we performed RNA-seq analysis of *nxf-1*(*t2160*ts) mutant worms and compared the gene expression profile to that of N2 WT worms. 

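The authors deposited, for each of the 6 samples, the number of read pairs counted on each of 46739 genes with featureCounts 1.6.2, unstranded and without normalization, on poly(A) RNA libraries. Read pairs that map to several places or overlap several genes were left out by the default settings. The totals were 16378082, 14255633 and 11242483 counts in WT replicates 1 to 3 and 14993035, 12195558 and 13342909 in nxf-1(t2160ts) replicates 1 to 3. At this depth, 3 counts correspond to between 0.183 and 0.267 CPM, the smallest value that can be told from 0, and this floor covers counting error alone. The 10 genes with the most counts took between 8.14 and 10.7% of each sample. From the counts, genes with too few counts were removed by edgeR's filter, 14450 were kept, and libraries were scaled by edgeR's TMM method. The mutant was compared with WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. A log2 fold change above 0 means higher in the mutant. The paper's Methods name DESeq2 and edgeR, and its text names no threshold for them. The test was repeated with the replicate number as a block, since the labels number the replicates of both groups 1 to 3. On the first principal component, with 59.9% of the variance, WT replicates 2 and 3 lay at 61 and 72, WT replicate 1 at -10 and the mutant replicates at -43, -43 and -37. On the second, with 24.6%, replicate 1 of each group was the lowest of its group, at -58 and -18.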

Since *nxf-1(t2160*ts*)* is a temperature sensitive mutant, synchronized one-day old adult-stage WT and *nxf-1(t2160*ts*)* worms grown at 15°C were shifted to 25°C for 12–16 hours before RNA extraction. Three biological replicas of each analysis were performed. RNA extraction, deep sequencing and quantitative differential expression analysis were performed as described in Material and Methods. Raw sequence data generated in this study are available at the Gene Expression Omnibus (GEO) data repository (Accession number GSE116737). Statistical analysis with the DeSeq and Edger bioinformatics algorithms showed 1117 statistically significant downregulated genes and 834 statistically significant upregulated genes in *nxf-1(t2160*ts*)* mutants vs WT (S12 Fig).

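From the deposited counts, 34 genes were downregulated and 77 upregulated in nxf-1(t2160ts) against WT (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05, 14450 genes tested), and 2811 genes had an unadjusted p under 0.05. When the replicate number was a block, 974 genes were downregulated and 695 upregulated, and all 111 genes of the unblocked test were among them in the same direction. WT and mutant replicates of the same number had a mean correlation of 0.343 after each group's mean was removed, against -0.156 for different numbers. The second value largely follows from the first, because each group's mean was removed. WT replicate 2 with mutant replicate 3 had a correlation of 0.188, and WT replicate 3 with mutant replicate 2 of 0.0925. The block lowered the common dispersion from 0.0701 to 0.0209. In the unblocked test, leaving out WT replicate 1 gave 1724 downregulated and 1252 upregulated genes, and leaving out any other replicate gave at most 7 in either direction. The largest changes among genes past the threshold, with a mean log2 CPM above 2 and no overlap between the replicates of the groups, were those of F19B10.13 (WBGene00194713, log2 fold change 5.32, standard error 0.49, edgeR adjusted p = 0.0144), pgp-8 (WBGene00004002, 4.62), fbxa-163 (WBGene00015598, 4.34), R03H10.6 (WBGene00019858, 4.34) and gst-24 (WBGene00001772, 4.02). Downregulated by this rule were most of all col-135 (WBGene00000708, -2.47, standard error 0.29, adjusted p = 0.0293), col-77 (WBGene00000653, -1.80), pigb-1 (WBGene00194986, -1.74), clec-223 (WBGene00007282, -1.68) and clec-222 (WBGene00007283, -1.67). gst-24 rose from 8.01 ± 1.37 CPM (SD, n = 3) in WT to 131 ± 27.9 (SD, n = 3) in the mutant, and col-135 fell from 21.9 ± 7.58 to 3.97 ± 0.374.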

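The targeted gene itself, nxf-1 (WBGene00003834, chromosome V), had 163 ± 18.0 CPM (SD, n = 3) in WT and 306 ± 14.8 (SD, n = 3) in the mutant, a log2 fold change of 0.91 (standard error 0.11, adjusted p = 0.0293 by edgeR's quasi-likelihood test). The export adaptor gene aly-1 (WBGene00000120, chromosome IV, 9108931 to 9109751) rose from 47.5 ± 3.97 to 97.8 ± 9.78 CPM, a log2 fold change of 1.04 (standard error 0.12, edgeR adjusted p = 0.0252). For nxt-1 (WBGene00003836, chromosome I, 2929777 to 2931361) the means were 47.5 ± 7.89 and 70.8 ± 8.85 CPM, a log2 fold change of 0.58 (standard error 0.16, adjusted p = 0.104). Together with smg-1, smg-2, rae-1, pnn-1, pab-2, npp-14, npp-21, eef-1A.2, eif-4A3, C44H9.4 and C05C10.2, these make 14 genes of RNA transport and mRNA surveillance. In each of the 14, every mutant replicate was above every WT replicate. The paper chose these genes from the same samples because they were higher in the mutant, so their direction is no independent test. Their log2 fold changes ran from 0.29 to 1.30 with a median of 0.51, and nxf-1 and aly-1 passed the threshold in the unblocked test. With the replicate number as a block, 11 of the 14 passed it. In that edgeR fit nxf-1 had a log2 fold change of 0.92 (adjusted p = 0.00712) and nxt-1 of 0.58 (adjusted p = 0.0214). The mean correlation was 0.343 within replicate numbers, and the -0.156 between them largely follows from it. rae-1, npp-14 and C05C10.2 stayed above 0.05 with the block, at adjusted p = 0.0597, 0.0618 and 0.0693. With an offset for gene length the log2 fold change of smg-1 reversed to -0.08. With the block and the offset together 7 of the 14 passed the threshold, and the log2 fold changes of npp-21, npp-14, C05C10.2 and smg-1 were 0.06, 0.08, 0.09 and -0.07.

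**Figure D2:**
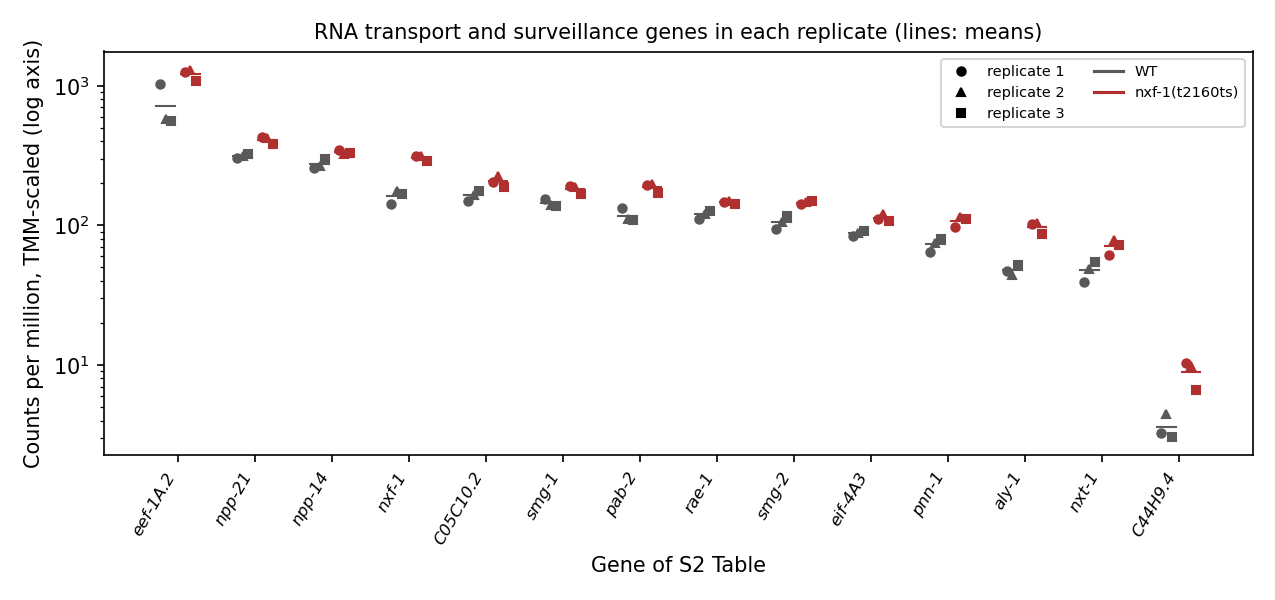
CPM (TMM-scaled, log axis) of the 14 genes in each replicate, WT in grey and nxf-1(t2160ts) in red, with lines at the means of the 3 replicates. The genes are those the paper chose as higher in the mutant from the same samples. For every gene the 3 mutant replicates sit above the 3 WT replicates, and nxf-1 rises from a mean of 163 to 306.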

Our KEGG pathway analysis [77] of these sets of genes revealed that mRNA export reduction in the *nxf-1(t2160*ts*)* mutant led to activation of RNA transport and mRNA surveillance pathways. *nxf-1* expression itself, its binding partner *nxt-1*/p15 and other genes involved in RNA transport are significantly upregulated when *nxf-1(t2160*ts*)* is mutated. This result likely suggests the existence of a transcriptional feedback mechanism that activates mRNA export in response to low levels of cytoplasmic RNA. Similar transcription-translation feedback loops (TTFL) in which genes are transcribed until their protein products accumulate and are transported into the nucleus, thus inhibiting positive elements from the promoter region of the gene so that transcription is halted, have been described from yeast to mammals [78, 79, 80, 81, 82]. Consistently, genes involved in other aspects of the RNA life cycle such as ribosome biogenesis pathways appear as significantly downregulated, which again suggests a regulatory transcriptional response to adapt the number of ribosomes to the few transcripts available in the cytoplasm (Table 2, S1 Table, S2 Table, S12 Fig).

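Genes with the symbols rpl, rps and rla, with ubl-1 and ubq-2, were taken as the cytosolic ribosomal protein genes, and 82 were tested. Their median log2 fold change was -0.36, and 81 of the 82 values were negative (limma's cameraPR, two-sided, adjusted p = 2.77e-26 over 5 gene sets). In 68 genes every mutant replicate was below every WT replicate. None of the 82 passed an adjusted p of 0.05 on its own in the unblocked test (count 0), and 65 were lower with an unadjusted p under 0.05. With the replicate number as a block (mean correlation 0.343 within and -0.156 between replicate numbers), the median was -0.35 and 63 of the 82 genes were downregulated. Relative to the WT mean of each gene, the median was -0.44, -0.29 and -0.32 in mutant replicates 1 to 3 and between -0.004 and 0.006 in the WT replicates. The count tables of mutant replicates 2 and 3 have a header line of another form than those of the other samples, so the difference was also taken between replicate 1 of each group, where it was -0.46. The 34 tested proteasome genes (symbols pas, pbs, rpn, rpt and dss-1) had a median of -0.26 (cameraPR adjusted p = 1.81e-07), with negative values for all 34. Without the block 0 of the 34 were called, 8 were lower with an unadjusted p under 0.05, and 13 were downregulated with the block. In 6 of the 34 every mutant replicate was below every WT replicate. The set's median relative to WT was -0.46, -0.15 and -0.15 in the mutant replicates and -0.25, 0.10 and 0.15 in the WT replicates, so that WT replicate 1 lay below mutant replicates 2 and 3. With an offset for gene length the medians of the ribosomal protein and proteasome genes were -0.34 and -0.27. The median over all 14450 tested genes was -0.01 with TMM and 0.06 with total counts, where the ribosomal median was -0.28. The paper named the ribosome and proteasome pathways as lower from these same samples, so the direction of both sets is no independent test. From lower ribosome biogenesis genes, the paper proposes a transcriptional response that adapts the number of ribosomes to the transcripts that reach the cytoplasm.

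**Figure D3:**
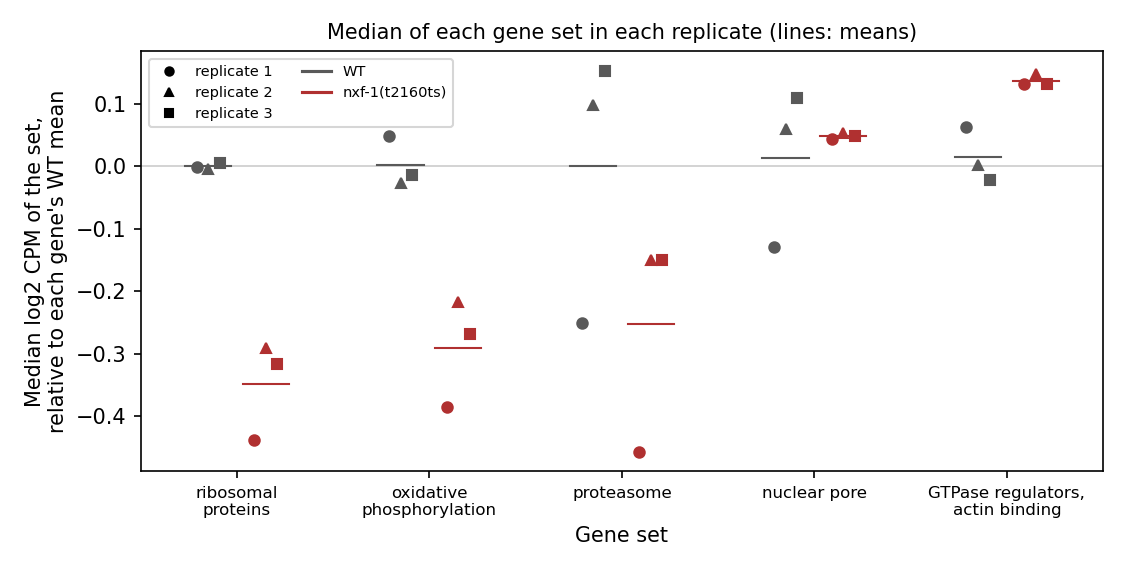
Median log2 CPM of each of 5 gene sets, relative to each gene's WT mean, in each replicate, WT in grey and nxf-1(t2160ts) in red, with lines at the means of the 3 replicates. The ribosomal protein genes are at -0.44, -0.29 and -0.32 in the mutant replicates and near 0 in WT, and the nuclear pore genes overlap between the groups.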

**Table 2:** Up- and down-regulated pathways determined by KEGG enrichment analysis. Significant pathways have been selected according to their q-value. Genes, within each category, showing significantly altered expression are shown in the right-hand column.

**Upregulated pathways**		
**Description**	**Q Value**	**Genes**
Cel00562 **Inositol phosphate metabolism**	0.020209576	*inos-1*, *piki-1*, *pic-1*, *plc-3*, *ppk-3*
Cel03013 **RNA transport**	0.01812306	*aly*-1, C05C10.2, C44H9.4, *eef*-1A.2, *npp*-14, *npp*-21, *nxf*-1, *nxt*-1, *pab*-2, R186.7, *rae*-1, *smg*-2, Y65B4A.6
Cel03015 **mRNA surveillance pathway**	0.011016861	*aly*-1, C05C10.2, C44H9.4, *nxf*-1, *nxt*-1, *pab*-2, R186.7, *smg*-1, *smg*-2, Y65B4A.6
Cel04020 **Calcium signaling pathway**	0.011016861	*gsa*-1, *itr*-1, *let*-23, *plc*-1, *plc*-3, *ser*-1, *unc*-68, ZC373.4
**Downregulated pathways**		
**Description**	**Q Value**	**Genes**
Cel00010 **Glycolysis/Gluconeogenesis**	2.54e-05	*aldo*-1, *alh*-1, *alh*-5, *alh*-9, *dlat*-1, *dld*-1, *enol*-1, *fbp*-1, *gpd*-2, *gpd*-3, *pgd*-4, *pck*-1, *pck*-2, *pdha*-1, *pdhb*-2, *pgk*-1, R05F9.6, *sodh*-1
Cel00020 **Citrate cycle (TCA Cycle)**	2.54e-05	*cts*-1, *dlat*-1, *dld*-1, *dlst*-1, *idha*-1, *idhg*-2, *mdh*-1, *mdh*-2, *mev*-2, *pck*-1, *pck*-2, *pdha*-1, *pdhb*-1, *pyc*-1, *sucg*-1, *sucl*-2
Cel00071 **Fatty acid degradation**	0.033452235	*acaa*-2, *acdh*-3, *acdh*-8, *acox*-1, *acs*-17, *acs*-2, *acs*-4, *alh*-1, *alh*-9, *aceh*-6, F54C8.1, *kat*-1, *sodh*-1, T02G5.7
Cel00190 **Oxidative phosphorylation**	1.01e-16	*asb*-2, *asg*-1, *asg*-2, *atp*-2, *atp*-5, C16A3.5, C18E9.4, C25H3.9, C33A12.1, *cco*-2, D2030.4, F26E4.6, F29C4.2, F31D4.9, F42G8.10, F44G4.2, F45H10.2, F53F4.10, *gas*-1, H28O16.1, *hpo*-18, *isp*-1, *lpd*-5, *mev*-1, *nduf*-5, *nudf*-7, *nuo*-1, *nuo*-2, *nuo*-3, *nuo*-6, R04F11.2, R07E4.3, R53.4, T02H6.11, T20H4.5, T27E9.2, *tag*-174, *vha*-11, *vha*-13, *vha*-14, W09C5.8, Y51H1A.3, Y54F10AM.5, Y56A3A.19, Y63D3A.7, Y69A2AR.18, Y71H2AM.4, Y71H2AM.5, Y94H6A.8
Cel00260 **Glycine, Serine and Threonine metabolism**	0.033452235	*alh*-9, *cbl*-1, *cbs*-1, *daao*-1, *dld*-1, *gcst*-1, K01C8.1, R12C12.1
Cel00280 **Valine, Leucine and Isoleucine degradation**	0.001649068	*acaa*-2, *acdh*-3, *acdh*-8, *acdh*-9, *alh*-1, *alh*-9, B0250.5, C05C10.3, *dld*-1, *ech*-6, F09F7.4, F54C8.1, *gta*-1, *kat*-1, T02G5.7, *tag*-173
Cel00620 **Pyruvate metabolism**	3.40e-05	*alh*-1, *alh*-9, *dlat*-1, *dld*-1, F32D8.12, *kat*-1, *mdh*-1, *mdh*-2, *pck*-1, *pck*-2, *pdha*-1, *pdhb*-1, *pyc*-1, T02G5.7
Cel00640 **Propanoate metabolism**	0.033452235	*acdh*-8, *alh*-1, *alh*-9, *ach*-6, F09F7.4, *gta*-1, *kat*-1, *sucg*-1, *sucl*-2, T02G5.7
Cel03010 **Ribosome**	1.02e-24	C37A2.7, rla-1, rla-2, *rpl*-1, *rpl*-10, *rpl*13, *rpl*-15, *rpl*-17, *rpl*-18, *rpl*-19, *rpl*-21, *rpl*-22, *rpl*-23, *rpl*-26, *rpl*-27, *rpl*-28, *rpl*-29, *rpl*-3, *rpl*-30, *rpl*-33, *rpl*-34, *rpl*-36, *rpl*-38, *rpl*-39, *rpl*-43, *rpl*-5, *rpl*-6, *rpl*-7A, *rpl*-9, *rps*-1, *rps*-12, *rps*-14, *rps*-15, *rps*-16, *rps*-19, *rps*-2, *rps*-20, *rps*-21, *rps*-23, *rps*-25, *rps*-26, *rps*-28, *rps*-29, *rps*-3, *rps*-30, *rps*-5, *rps*-7, *rps*-8, *rps*-9, *ubl*-1, *ubq*-2, W01D2.1
Cel03050 **Proteasome**	0.000247482	C10G11.8, *dss*-1, F56F11.4, *pas*-3, *pas*-4, *pas*-6, *pas*-7, *pbs*-1, *pbs*-5, *pbs*-6, *pbs*-7, *rpn*-10, *rpn*-3, *rpn*-5, *rpt*-4, *rpt*-6

In addition, a Gene Ontology analysis [77] of the same sets of differentially expressed genes revealed that they do not randomly fall within different molecular function categories. Instead, the significantly upregulated set in the *nxf-1* mutant is highly enriched for GTPase binding, RasGTPase binding, small GTPase binding, actin binding and cytoskeleton protein binding genes. 

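The Gene Ontology terms' gene lists were not used here. In their place, 91 tested genes with symbols of GTPase regulators and actin-binding proteins, such as rga, rhgf, tbc, arx, fln, unc-73, ect-2, erm-1 and wsp-1, were chosen by symbol. Their median log2 fold change was 0.12 (cameraPR adjusted p = 0.000133 over 5 gene sets), and 61 of the 91 values were positive. In the unblocked test, 0 of the 91 were called as upregulated, and 17 were higher with an unadjusted p under 0.05. With the replicate number as a block, 11 were upregulated, a larger share than among the other tested genes (one-sided Fisher's exact test, adjusted p = 0.00524). The set's median log2 fold change was 0.13 in that fit. The mean correlation was 0.343 within replicate numbers, and the -0.156 between them largely follows from it. Per sample, the set's median relative to WT was 0.13, 0.15 and 0.13 in the mutant replicates and 0.06, 0.003 and -0.02 in the WT replicates. These genes are long, with a median exonic length of 2914 bases against 1309.5 for all tested genes, and log2 fold changes rose with length (Spearman's rho = 0.142 across genes, which are not independent replicates). With an offset for gene length, the set's median was -0.002 (cameraPR adjusted p = 0.0887). With the block and the offset together it was 0.01 (adjusted p = 0.0917), with 5 genes upregulated. The 27 tested nuclear pore genes (symbols npp, and rae-1), a set of long genes as well (median 2604 bases), had a median of 0.07 (cameraPR adjusted p = 0.0491), which was 0.07 with the block (adjusted p = 0.0605) and -0.05 with the length offset (adjusted p = 0.681).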

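The nuclear genes of oxidative phosphorylation, taken by symbol (such as nuo, atp, asb, asg, cox, cyc, ucr and vha, with gas-1, isp-1 and mev-1), numbered 71 among the tested genes. Their median log2 fold change was -0.30 (cameraPR adjusted p = 8.04e-16 over 5 gene sets), and 68 of the 71 were negative. The paper named this pathway as lower from the same samples, so the direction is no independent test. In the unblocked test 1 of the 71 was called as downregulated and 40 had an unadjusted p under 0.05. With the replicate number as a block, 24 were downregulated and the median was -0.30. The mean correlation was 0.343 within replicate numbers, and the -0.156 between them largely follows from it. Per sample, the set's median relative to WT was -0.39, -0.22 and -0.27 in the mutant replicates and between -0.03 and 0.05 in the WT replicates. With the block and an offset for gene length it was -0.29 (adjusted p = 9.78e-13). Of the 12 protein genes of the mitochondrial DNA, 11 were tested, all with log2 fold changes below 0 (median -0.61) and none past the threshold (0 genes, and 0 with an unadjusted p under 0.05). With the block, 5 of the 11 were downregulated and the median was -0.42. Their values differed between replicate numbers by more than between groups: the share of all counts from mitochondrial DNA was 0.953, 0.324 and 0.181% in WT replicates 1 to 3 and 0.647, 0.282 and 0.154% in mutant replicates 1 to 3, lower in the mutant within each number.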

On the other hand, the set of significantly downregulated genes is enriched in genes involved in oxidative phosphorylation and mitochondrial ATP synthesis (Table 2, S12 Fig). These results suggest that reduction of mRNA export has a deep impact on cytoskeletal dynamics that could underlie the *nxf-1*(*t2160*ts) epidermal and mitochondrial defects. These results prompted us to specifically study the cytoskeleton and mitochondrial network in the *nxf-1*(*t2160*ts) mutant.

Cytoskeletal growth and rearrangement require the translation of specific mRNAs that code for structural components and regulatory proteins connected to the cytoskeleton [83]. To examine the actin filament network in WT and *nxf-1*(*t2160*ts) embryos, we used phalloidin staining. Whereas WT embryos accumulated actin at the nascent apical surface at the onset of epithelialization, we observed a decrease in filamentous actin (F-actin) staining in the mutant. In addition, actin remained dispersed in the arcade cells of *nxf-1*(*t2160*ts) embryos compared to WT (Fig 8). Next, we evaluated the mitochondrial network morphology by discriminating between four types of mitochondrial shapes: connected, intermediate, fragmented and very fragmented [84]. *C*. *elegans* WT embryonic cells show a connected mitochondrial network in their cytoplasm (S13 Fig). In contrast, *nxf-1* (*t2160*ts) embryos grown at 25°C showed a general dotted pattern of Mitotracker staining in their cytoplasm, indicating the additional presence of fragmented-type mitochondria (S13 Fig). To further validate this observation, we analyzed mitochondrial morphology in adult muscle cells, a tissue where mitochondria are highly abundant and evident. To do so, animals were grown for 8 days at 25°C and scored at day 1 post L4, day 4 and day 8. 64% (n = 47) of the *nxf-1*(*t2160*ts) body wall muscle cells already showed a fragmented pattern of mitochondrial network at day 1 (S14 Fig). A higher percentage (76%) (n = 46) of *nxf-1*(*t2160*ts) muscle cells still had the fragmented phenotype at day 8, whereas in WT worms, only 14% (n = 21) of muscle cells showed this mitochondrial morphology (S14 Fig). This fragmented mitochondrial network observed in *nxf-1*(*t2160*ts) is detectable in different types of embryonic cells and not restricted to epithelia. Therefore, it does not seem to be the cause of morphogenetic defects but rather a result of cytoskeletal defects [85].

**Fig 8:**
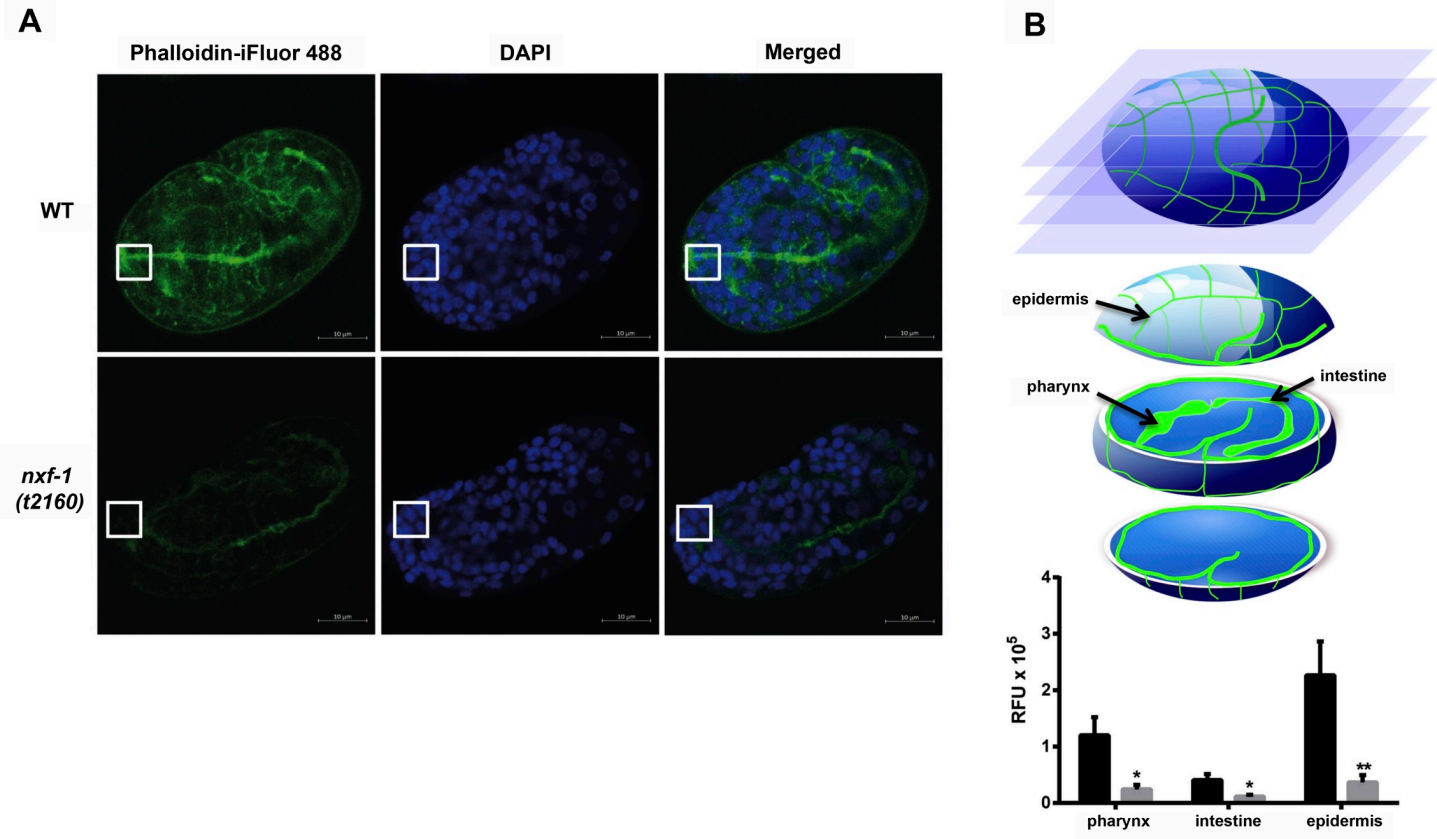
F-actin visualized by Phalloidin-iFluor 488 staining. **(A)** F-actin is apically enriched in arcade cells in WT worms. White squares indicate the anterior end and arcade cells. **(B)** Images of phalloidin stained embryos were taken at different focal planes. Epidermal fluorescence was measured at the upper levels of the embryo whereas pharyngeal and intestinal fluorescence were measured at the center of the embryo. The histogram shows the decrease in F-actin staining in the *nxf-1(t2160*ts*)* mutant compared to the WT (n = 14) on different regions of the embryo (pharynx, intestine and epidermis). F-actin is significantly reduced throughout the *nxf-1(t2160*ts*)* embryos. Student’s t-test; *p<0.05, **p<0.01. n = 20. Scale bar: 10μm.

These data, as a whole, point to a model in which the decrease in cytoplasmic mRNA available for actin rearrangement could explain the reduction and disorganization of the actin cytoskeletal network in *nxf-1*(*t2160*ts) mutant embryos, leading to cell attachment and elongation defects [86,87]. The transcriptional activation of genes coding for small GTPase, actin and cytoskeleton binding proteins further supports the existence of a transcriptional feedback mechanism that activates the expression of those genes in response to the cellular requirements of cytoskeletal rearrangements.

### Proteomic analysis defines a molecular model of RNA transport and recycling of RNA transporters

To get deeper insight into the molecular mechanism by which NXF-1 acts in the cell, we identified *C*. *elegans* NXF-1 co-immunoprecipitated protein partners using LC-MS/MS (liquid chromatography-mass spectrometry/mass spectrometry). We expressed NXF-1::3xFLAG::eGFP to immunoprecipitate NXF-1 along with its protein partners and used the N2 WT strain as the negative control. Immunoprecipitations (IPs) from three replicate JCP519 and N2 worm extracts were eluted from the beads by competitive elution with the 3xFLAG peptide. Next, immunoprecipitates were resolved by SDS-PAGE, and stained with Coomassie Blue. Proteins were identified by LC-MS/MS (Table 3). Co-immunoprecipitated proteins fall into the following two main categories:

**Table 3:** NXF-1 and its protein partners co-immunoprecipitated by LC-MS/MS (Liquid Chromatography-Mass Spectrometry/Mass Spectrometry).

Protein	Quantitation/Spectral Counts*						Description
	N2_1	N2_2	N2_3	NXF-1_1	NXF-1_2	NXF-1_3	
**NXF-1**	0	0	0	65	60	63	Nuclear RNA export factor 1
**NXT-1**	0	0	0	9	25	21	NTF2-related export protein
**NPP-9**	0	0	0	93	104	109	Nuclear pore complex protein
**GLH-1**	0	0	0	4	2	5	ATP-dependent RNA helicase
**CAR-1**	0	0	0	5	1	4	Cytokinesis, Apoptosis, RNA-associated
**PAB-1**	0	0	0	2	0	5	Poly(A) binding protein
**CGH-1**	0	0	0	2	0	1	ATP-dependent RNA helicase
**CEY-2**	0	0	0	1	0	2	*C*. *elegans* Y-box
**HRP-2**	0	0	0	1	0	3	human HnRNP A1 homolog
**EEF-1B.2**	0	0	0	2	1	0	Probable elongation factor 1-beta/1-delta 2
**F55A12.5**	0	0	0	10	6	9	Uncharacterized protein
**VIT-1**	0	0	0	52	28	43	Vitellogenin-1
**VIT-2**	0	0	0	69	0	53	Vitellogenin-2
**VIT-4**	0	0	0	0	0	33	Vitellogenin-4
**RAN-1**	1	0	0	14	19	21	GTP-binding nuclear protein
**RAN-2**	0	0	0	3	1	1	Ran GTPase-activating protein 2
**ANC-1**	0	0	1	4	0	1	Nuclear anchorage protein 1
**IMB-3**	0	0	0	0	1	1	Importin beta family
**VIG-1**	0	0	0	3	0	6	VIG (Drosophila Vasa Intronic Gene) ortholog
**FIB-1**	0	0	0	4	0	3	rRNA 2'-O-methyltransferase fibrillarin
**CSQ-1**	0	0	0	0	2	4	Calsequestrin
**CTL-3**	0	0	0	1	0	1	Catalase
**ABTS-3**	0	0	0	6	0	1	Anion/Bicarbonate Transporter family
**F46H5.7**	0	0	0	3	1	0	From *S*. *cerevisiae* homology- plasma membrane protein; involved in G-protein mediated pheromone signaling pathway
**C44E4.4**	0	0	0	1	0	4	Ortholog of human SSB (Sjogren syndrome antigen B)
**HCP-1**	0	0	0	1	0	1	Homolog of the mammalian centromere protein-F (CENP-F)
**HSP-16.1**	0	0	0	1	0	1	16-kD heat shock protein (HSP)
**C01G10.8**	0	0	0	1	0	2	Ortholog of human AHSA1 (activator of Hsp90 ATPase activity 1)

#### Factors involved in mRNA metabolism

As expected, we co-immunoprecipitated the NXF-1 binding partner, NXT-1 [58] and the NCP cytoplasmic fibril component NPP9/RanBP2/NUP358 that is involved in disassembly of the export complex [88] (S15 Fig, Table 3). RanBP2 provides a major binding site for NXF1/TAP at the NPC cytoplasmic filaments, thereby restricting its diffusion into the cytoplasm after NPC translocation. NPP-9 could then act as a physical link between NPCs and P granules for NXF-1-dependent transport [89,90]. In further support of this function, we co-immunoprecipitated the P-granule DEAD box RNA helicase GLH-1. GLH-1 could facilitate the passage of NXF-1 and its cargo from NPCs into perinuclear P-granules before releasing mRNA into the general cytoplasm (S15 Fig, Table 3) [28]. Once in the cytoplasm, mRNA is within large ribo-protein complexes that may locate at the nuclear envelope (germline P granules) or remain isolated within the cytoplasm (processing P bodies; stress granules) [28,91,92,93].

In consonance, we also co-immunoprecipitated P body components: poly(A) binding protein PAB-1/PABP, decapping factor CGH-1/DDX6, CAR-1/Rap55/Trailer hitch and Y-box protein CEY-2 (S15 Fig, Table 3). Interaction between these proteins within the P bodies has been described in *C*. *elegans*, although this interaction seems to be RNA-mediated [94,95,96]. Co-Immunoprecipitation of these proteins, together with detection of NXF-1 in cytoplasmic granules of mature oocytes (Fig 3B, S15 Fig, Table 3), suggests the involvement of NXF-1 in mRNA metabolism after transport, such as storage of maternal product within P bodies or as sites for mRNA degradation.

Our mass spectrometry analysis detected other proteins involved in different aspects of mRNA metabolism, such as alternative splicing factor HRP-2 [97]. However, the low spectral count of these proteins suggests that these interactions might not be direct but rather mediated through the RNA molecules to which they are bound.

#### Proteins involved in other types of transport

We detected importin IMB-3/karyopherin-β3 and GTP-binding proteins RAN-1/Ran GTPase, RAN-2/RanGAP in our IP/Mass spectrometry analysis. IMB-3 is an importin-beta-like protein orthologous to *Drosophila*, vertebrate, and yeast importin/karyopherin-β3. The N-terminal tail of NXF-1/NXF1 contains an NLS (nuclear localization signal), which is recognized by karyopherins at the cytoplasmic site of the NPC favoring its import. Detection of IMB-3 and RAN-1 together with the cellular localization of *C*. *elegans* NXF-1 (Fig 3, Table 3), strongly suggests that after exporting mRNA to the cytoplasm, RNA-free NXF-1 could be recycled back to the nucleus by IMB-3 importin in a Ran-dependent pathway (S15 Fig).

In *C*. *elegans*, asymmetric distribution of the GTP- and GDP-bound conformations of the small GTPase RAN-1 across the nuclear envelope (NE) serves as a gradient in many transport processes [7,90,98]. RAN-2/RanGAP stimulates GTPase activity of RAN-1 which causes cytoplasmic release of the cargo from the exportin complex. Therefore, co-immunoprecipitation of RAN-2 suggests that NXF-1 could export cargo molecules in a RAN-1 GTPase-dependent cycle (S15 Fig, Table 3). Interestingly, in human HeLa cells, NXF1 and karyopherin β2B collaborate in the export of a proportion of mRNAs in RanGTP dependent cycle [99].

## Discussion

The formation and maintenance of specialized organs depend on developmental signaling pathways that regulate cell proliferation and differentiation, as well as establishment of the correct architecture by regulating cell-cell adhesion, cytoskeletal organization and apical-basal polarity within the constituent cells. For this to happen, gene expression has to be tightly regulated in all the steps; from transcription to mRNA export and translation [1,3]. Three levels of regulation control formation of the arcade cell epithelium: first, the transcriptional level; second, the level of protein expression; and third, the protein localization to nascent adherens junctions [36].

Nuclear export factor 1 (NXF-1), but not its ortholog, NXF-2, has been shown to play an essential role in mRNA export in *C*. *elegans* [41,59,60]. However, the consequence of NXF-1 partial loss-of-function was not examined previously. Isolation of the *nxf-1*(*t2160*ts) thermo-sensitive mutant provides an invaluable tool for analyzing the spatial and temporal *in vivo* role of mRNA transport during development. *nxf-1*(*t2160*ts) mutation results in mRNA accumulation in all cell nuclei. This inability to export mRNA primarily disrupts epidermal and pharyngeal morphogenesis during embryonic development. Mutant embryos do not elongate properly and show problems with epidermal cell organization. In addition, although the pharynx was evident and the pharyngeal lumen was visible, in most of the cases (87.5%, n = 176) it was unattached to the mouth.

Our genetic analysis revealed that the observed phenotypes were not the result of cell fate mis-specification, but rather cell morphogenetic defects. Expression of *pha-4*, a transcription factor that regulates pharyngeal development [46,100]; *myo-2*/Myosin-3, pharyngeal muscle myosin [44] and *ric-19*/ICA1, which is expressed in nervous system [45], revealed that the fate of major pharyngeal components was properly specified. In contrast, expression of membrane-tagged GFP [32,56] and the apical junction markers: PAR-6/PARD6A; DLG-1/Discs large [101,102]; AJM-1 [62] and HMR-1/E-cadherin [103] indicated that Pun pharynxes of *nxf-1*(t2160*ts*) animals are possibly a result of lost cell polarity and failed epithelialization of arcade cells. Similar expression patterns of apical markers have been observed in *pha-1* mutants [104].

These developmental defects do not reflect a specific function of NXF-1, but rather the consequence of the reduction of mRNA export. Disruption of other nuclear export factors such as NXT-1/p15 and HEL-1/UAP56 also led to similar embryonic lethality, epidermal defects and the Pun phenotype. Thus, although it affects all cells, hypodermal and especially pharyngeal development seem to be particularly sensitive to a reduction in the efficiency of mRNA export. The arcade cell epithelium forms extremely rapidly, in less than 10 min, while epidermal epithelialization takes over 30 min [32,33]. Therefore, pharyngeal morphogenesis probably requires extremely tight temporal control over the differentiation process.

As a consequence of the low amount of cytoplasmic mRNA, *nxf-1* mutation causes upregulation of genes involved in mRNA export and downregulation of ribosomal RNAs. *aly-1*/ALYREF, *eef-1A*.*2*/EEF1A1, *npp-14*/NUP214, *npp-21*/TPR, *nxt-1*/p15 and *nxf-1* itself, among others, appear significantly upregulated in *nxf-1*(*t2160*ts) worms compared to WT N2 animals (S1 Table, S2 Table). Such a feedback mechanism has also been described in *Drosophila* Schneider cells (S2 cells) in which blocking the NXF1-mediated mRNA export pathway results in upregulation of export factors [105].

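Among the genes named here, eef-1A.2 (WBGene00001169, chromosome X) had 719 ± 264 CPM (SD, n = 3) in WT and 1215 ± 113 (SD, n = 3) in the mutant, a log2 fold change of 0.76 (standard error 0.24, edgeR adjusted p = 0.146, and 0.0299 with the replicate block). npp-21 (WBGene00019940) had a log2 fold change of 0.39 (adjusted p = 0.0668, with the block 0.0282), and npp-14 (WBGene00003800) 0.29 (adjusted p = 0.148, with the block 0.0618). For these 3 genes, as for aly-1, nxt-1 and nxf-1, all mutant replicates were above all WT replicates. With the block and an offset for gene length together, npp-21 and npp-14 had log2 fold changes of 0.06 and 0.08. The mean correlation was 0.343 within replicate numbers and -0.156 between them. Ribosomal RNA genes (symbols rrn) are in the count tables 20 times, and 2 had enough counts to be tested. rrn-2.1 (WBGene00004567, chromosome I, 15064301 to 15064453) had 7724, 4026 and 3739 counts in WT and 2014, 3140 and 2084 in the mutant, a log2 fold change of -1.04 (standard error 0.29, edgeR adjusted p = 0.109, with the block 0.0623). rrn-3.1 (WBGene00004622, chromosome I, 15064838 to 15068346) had a log2 fold change of -0.67 (standard error 0.48, adjusted p = 0.502, with the block 0.0957). Neither passed the threshold (0 of 2), and 1 of the 2, rrn-2.1, had an unadjusted p under 0.05 by edgeR's quasi-likelihood test. The 2 ribosomal RNA genes of the mitochondrial DNA had log2 fold changes above 0, 0.18 for WBGene00014454 (standard error 0.68, edgeR adjusted p = 0.926) and 0.34 for WBGene00014472 (standard error 0.90, adjusted p = 0.881). All rrn genes together took 1.08, 1.56 and 1.37% of the counts in WT replicates 1 to 3 and 0.318, 1.12 and 1.18% in mutant replicates 1 to 3. The libraries were made from poly(A) RNA and reads that map to several places were left out, so these counts are what remained of ribosomal RNA after both steps.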

A similar feedback regulatory mechanism also seems to operate for genes involved in cytoskeletal rearrangement. *nxf-1* loss of function causes the lack of an apical junction in arcade cells (Fig 5, S3 Fig, S4 Fig) and a dramatic reduction in filamentous actin in *nxf-1* mutant embryos (Fig 8). Our transcriptomic analysis shows a significant upregulation of genes involved in cytoskeletal maintenance: GTPase binding, Ras GTPase binding, small GTPase binding, Rho GTPase binding, actin binding, and cytoskeletal binding proteins. This overexpression likely occurs as a feedback mechanism due to an insufficiency of cytoplasmic mRNAs necessary for cytoskeletal maintenance and rearrangement. Transcriptional activation of these genes is indeed a critical step during epithelial polarization and cytoskeletal reorganization [87].

Studies in *Drosophila* suggest a functional connection between SBR/NXF1 and the cytoskeleton [106]. In early *D*. *melanogaster* embryos, SBR/NXF1 marks the spindles of dividing nuclei [107]. We found the HCP-1/CAGE1 protein among the NXF-1 interactors in the immuno-precipitation experiments. HCP-1 is a centromere-associated protein involved in the fidelity of chromosome segregation [108]. The key role of HCP-1 is to target CLS-2/CLASP to kinetochores which promote the polymerization of kinetochore-bound microtubules [109]. Detection of HCP-1 suggests that NXF-1 may play a role in mitotic spindle assembly independently of mRNA transport. This functional connection between NXF1 and the embryonic mitotic spindle may underlie the slow cell division rate and the DNA breaks observed in *C*. *elegans nxf-1* (*t2160*ts) mutants. *D*. *melanogaster* sbr10 and sbr5 mutants have morphological spindle defects in their first meiotic division [110]. Moreover, the sterile males of sbr12 mutant flies display immobile spermatozoa which exhibit disturbances in mitochondrial morphology and cytokinesis similar to those described here [106,107].

In addition to the defects in epidermal and pharyngeal morphogenesis, *nxf-1* loss of function reduces the gonadal mitotic regions in *C*. *elegans*. The reduced number of mitotic germ cells in *nxf-1*(*t2160*ts) animals and the small number of cells in M-phase could be explained by mitotic delay of cells entering into the M-phase, which leads to mitotic defects and increased CDK-1 phosphorylation levels (Fig 6, S10 Fig). *C*. *elegans* germline proliferation is governed by GLP-1/Notch-receptor and other regulators [69, 70]. Our results suggest that efficient mRNA export of those and/or other factors is key to proper mitotic progression in the *C*. *elegans* gonad. Thus, knockdown of HEL-1/UAP56 also leads to increased CDK-1 phosphorylation levels (S10 Fig). Interestingly, UAP56/HEL-1 associates with the mitotic apparatus in HeLa cells. When UAP56/HEL-1 was knocked down, chromosome misalignment and mitotic delay at prometaphase were frequently observed in mitotic cells. Chromosome misalignment causes activation of the spindle assembly checkpoint (SAC) which arrests mitotic progression at prometaphase [111].

Interestingly, not only mitosis but also meiosis is affected in *nxf-1*(*t2160*ts) animals. The massive accumulation of RAD-51 foci in the meiotic region suggests the existence of multiple DNA breaks. Importantly, knockdown of other mRNA export factors such as HEL-1/UAP56 does not lead to the same accumulation of RAD-51 foci, suggesting that they are not caused by the lack of mRNA export (S11 Fig). These breaks could form as a consequence of the impaired cytoskeleton dynamics during chromosome pairing or could reflect the existence of torsional stress at the DNA fiber level upon NXF-1 downregulation. This mechanical stress activates ATR which seems to modulate nuclear envelope plasticity and to promote chromatin detachment from the nuclear envelope [112,113]. Unexpectedly, high levels of mRNA from a transgene containing the *hsp-16*.*2* promoter, GFP, and the *unc-54* 3’UTR (*hsp-16*.*2*::*gfp*::*unc-54 (3’UTR))*, has been detected in the so-called “expression zone” [26] that overlaps with the region where we see the meiotic RAD-51 accumulation in the *nxf-1*(*t2160*ts) mutant. Additional studies in *C*. *elegans* show that the heat shock *hsp-16*.*2* gene promoter relocates to the nuclear periphery after heat shock [114]. These findings suggest the existence of a yet unknown stress response mechanism in the late pachytene/diplotene germ cells.

In summary, mRNA export is required in all tissues and organs. However epithelial cells that undergo a rapid morphogenetic transformation during development (such as arcade cells and epidermis) and the germline (the only proliferative tissue in adult nematodes) appear to be highly sensitive to reductions in the mRNA export rate in *C*. *elegans*. Many proteins involved in mRNA export have been implicated in cancer, developmental and neural diseases [1,115,116,117,118,119]. It has been shown that NPC can be reprogrammed as part of the oncogenic transformation process, the result of a viral infection or during oxidative and metabolic stress [1,8]. Interestingly, bioinformatic research predicts NXF1 to be a probable tumor suppressor gene (TSG) [120]. A deeper understanding of the processes involved in mRNA export from nucleus to cytoplasm is required. Basic aspects of their relationship to stress and DNA damage response remain an open question. This knowledge will shed light on many aspects of biology ranging from cell differentiation to morphogenesis and disease.

## Materials and methods

### *C*. *elegans* strains and maintenance

Standard methods were used to culture and manipulate *C*. *elegans* strains [121]. Worms were grown on NGM (nematode growth media) agar plates. Plates were previously seeded with an LB (Luria-Bertani) liquid culture of the *Escherichia coli* strain OP50 (Uracil auxotroph, *E*. *coli* B., ampicillin resistant from CGC) overnight at 37°C (ampicillin (100 mg/ml) and nystatin (0.004%)), and air-dried.

When larger amounts of worms were needed (for IP experiments), egg-seeded plates were used. Egg plates were prepared as described [122]. Normal NGM plates were seeded with 5ml egg mix and air-dried.

In this study, worms were grown at 15°C and 25°C. The *nxf-1(t2160*ts*)* mutant is temperature sensitive so it was maintained at 15°C. Before all experiments, worms were shifted to the non-permissive temperature of 25°C. The *C*. *elegans* strains used in this study are listed in S3 Table. Their genotypes, characteristics and sources are shown.

### 3D Fluorescence in situ hybridization (3D-FISH)

3D FISH protocol [123] was followed. Embryos were fixed on slides using the freeze-crack procedure. For hybridization, the probe against the poly-A sequence of mRNA (40T) labeled with Cy3 fluorochrome (Sigma) was added to the hybridization buffer and slides were incubated for 2–3 days at 37°C.

### Immunostaining

Phalloidin staining [124] was performed. Embryos were fixed on slides using the freeze-crack procedure. After cracking, eggs were fixed for 20 minutes in fix/permeabilization solution (4% PFA; 0.2% Triton X-100; 50mM PIPES pH 6.8; 25mM HEPES pH 6.8; 10.2mM EGTA; 2mM MgCl_2_), then slides were rehydrated/permeabilized by three 5-minute washes in 1X PBS in a Coplin jar, followed by 90 minutes of incubation with CytoPainter Phallooidin-iFluor 488 solution (Abcam). Slides were washed 2 times in 1X PBS and mounted by adding a drop of ProLong^TM^ Diamond Antifade Mountant with DAPI (Invitrogen).

Young adult worms were dissected in dissection buffer (1X egg buffer, 0.02% Tween-20, 0.2mM Levamisole and Milli-Q H_2_O). Dissected gonads on slides were fixed in fixation buffer (1X egg buffer, 0.02% Tween-20, 4% formaldehyde and Milli-Q H_2_O) covered with a coverslip (24x24 mm), incubated for 5 minutes and dipped in liquid nitrogen. Coverslips were flipped away and slides were incubated in Coplin jars in precooled (-20°C) 1:1 acetone: methanol solution for 10 minutes. Next, slides were washed three times (10 minutes each) in 1% Triton PBS buffer followed by another 5-minute wash with 0.1% Tween-20 PBS. Samples were blocked for 20–30 minutes in a Coplin jar with 10% fetal bovine serum diluted in 0.1% Tween PBS. Slides were pre-blocked for 20–30 minutes using Image- iT FX Signal Enhancer (Invitrogen). Slides were incubated with the desired first antibody, washed three times (10 minutes each) in 1% Triton PBS buffer, stained with the appropriate secondary antibody, and mounted by adding a drop of ProLong^TM^ Diamond Antifade Mountant with DAPI (Invitrogen). The following antibodies were used: anti-RAD-51 (1:10000, SDIX 2948.00.02); anti-pH3 (detects pSer 10 H3, 1:400, Santa Cruz Biotechnology sc-8656R); anti-pTyr15 CDK-1 (1:10000, CALBIOCHEM 213940); goat anti-rabbit IgG (H+L), Alexa Fluor 555 (1:1000, Thermo Fisher Scientific); goat anti-rabbit IgG (H+L), Alexa Fluor 488 (1:1000, Thermo Fisher Scientific).

### Immunoprecipitation from *C*. *elegans* extracts

In order to immunoprecipitate NXF-1 and Co-IP their interactors, protein extracts from JCP519 (*nxf-1(t2160*ts*) V; jcpEx6[pAZ09(*P*nxf-1*::*nxf-1*::*3xFLAG*::*eGFP*::*nxf-1UTR)])*, were used. Extracts from WT worms were used as the negative control. A large amount of protein extract was needed, and thus 8 to 10 NGM egg plates were used. Protein extracts were measured using the *BCA Protein Assay Kit* (Fisher Scientific) according to the manufacturer’s instructions. IP/Co-IPs were performed with *Anti-FLAG M2 Magnetic Beads* (Sigma) composed of the murine derived ANTI-FLAG M2 monoclonal antibodies attached to superparamagnetic iron impregnated 4% agarose beads. The eluted IPs were run on *Mini-PROTEAN TGX Precast Gels* by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and proteins were separated according to their molecular weights [125]. Next, the gels were stained with Coomassie Blue and bands were excised. Proteomic analysis was performed at the CIC Biogune proteomics platform (https://www.cicbiogune.es/org/plataformas/Proteomics).

### Worm transformations

*C*. *elegans* biolistic bombardment was performed as described [121], with few modifications. We used the *Biolistic PDS-1000/He Particle Delivery System* (Bio-Rad). This system uses high-pressure helium, released by a rupture disk and a partial vacuum, to propel a macrocarrier sheet with millions of microscopic DNA-coated gold particles toward target worms at a high velocity. In this work, JCP495 (*nxf-1(t2160*ts*)* V) was successfully rescued by bombardment with plasmids pAZ07 (P*nxf-1*::*nxf-1*::*nxf-1*UTR) and pAZ09 (P*nxf-1*::*nxf-1*::3xFLAG::eGFP::*nxf-1*UTR) (S1 Fig). The JCP519 (*nxf-1(t2160*ts*)* V; jcpEx6[pAZ09(P*nxf-1*::*nxf-1*::3xFLAG::eGFP::*nxf-1*UTR)]) strain expressing NXF-1::3XFLAG::eGFP was generated by gene bombardment using the plasmid pAZ09.

### RNA interference

In this study, RNAi was achieved by feeding worms with the bacteria that produced the desired dsRNA. RNAi clones of *nxf-1*, *hel-1* and *rnp-4* (our lab), as well as *nxt-1* and *mag-1* [126] were used in this study. The empty L4440 vector in HT115 cells was used as a control. For a “mild” RNAi effect, bacterial RNAi clones of *nxf-1* and *nxt-1* were diluted with L4440 at a 1:1 concentration.

### Microscopy

For microscope preparations, worms were monitored on NGM plates under a Leica Stereo microscope (*MZ16FA*). DIC was performed on a fluorescent Leica microscope (*DM600B*) equipped with a *Hamamatsu Orca-ER C10600* camera fitted with DIC optics. *C*. *elegans* embryos, larvae and adults were mounted on 4.5% agar pads and observed under DIC optics [127]. Images were captured with Micro-manager software (https://micro-manager.org/) and processed with XnView software and ImajeJ or Fiji software.

Confocal microscopy imaging was performed with a Zeiss 780 confocal microscope (immunofluorescence and phalloidin staining experiments). Images were acquired and processed using ZEN lite open software from Zeiss and ImageJ/Fiji.

Relative fluorescence image data obtained from ImageJ/Fiji was statistically analyzed with IBM SPSS Statistic 21, and the representative graphs were created with GraphPad Prism 6 software.

### Next generation sequencing and Whole-genome sequencing (WGS)

In this study, the *nxf-1(t2160*ts*)* strain was backcrossed with the Hawaiian (CB4856) strain. Around 3000 F2 recombinants (*t2160*ts)/(Hawaiian-CB4856) were singled out. 560 thermo-sensitive F2 *t2160*ts/Hawaiian recombinants were obtained. Total DNA extraction of 560 *C*. *elegans* worms (560 recombinants (*t2160*ts*)*/(Hawaiian-CB4856)) was performed using the *Plant/Fungi DNA Isolation Kit* (Norgen Biotek Corp.) following the manufacturer’s instructions. This kit enabled us to isolate total DNA from a small number of worms.

Using the Hawaiian single-nucleotide polymorphism (SNP) mapping method, we backcrossed the *nxf-1(t2160*ts*)* mutant with the polymorphic Hawaiian strain [128]. Next, we isolated the newly generated F2 recombinants homozygous for the *nxf-1(t2160*ts*)* mutation, (Hawaiian-CB4856)/*nxf-1(t2160*ts*)*. Using 205 ng genomic DNA obtained as described, sequencing libraries were constructed using the *NEXTflex Rapid DNA*-*Seq* Kit according to the manufacturer’s instructions (Bioo Scientific). DNA quality and integrity were evaluated by *Experion Automated Electrophoresis System* (Bio-Rad) and the concentration was calculated using qPCR. Libraries were prepared at the genomic platform of the CIBIR (http://cibir.es/es/plataformas-tecnologicas-y-servicios/genomica-y-bioinformatica) and sequenced on an Illumina HiSeq 15000. The quality of DNAseq results was assessed using FastQC(http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Paired-end 100-bp sequencing yielded a theoretical mean coverage of 245X of the *C*. *elegans* genome. The FastQ files were analyzed using a Cloud-Based Pipeline for Analysis of Mutant Genome Sequences (Cloudmap tool, https://usegalaxy.org/u/gm2123/p/cloudmap) with standard parameters following Cloudmap workflow [42].

### RNA deep sequencing

Total RNA extraction from *C*. *elegans* worms was performed using the *RNeasy Mini Kit* (Qiagen) following the manufacturer’s instructions. Four 99x16.2 mm worm plates of *nxf-1(t2160*ts*)* and WT worms were used.

RNA deep sequencing was performed at the genomic platform of the CIBIR (http://cibir.es/es/plataformas-tecnologicas-y-servicios/genomica-y-bioinformatica). Expression analysis was performed by DESeq2 [129] and edgeR [130] as described [131, 132].

## Supporting information

S1 Fig Schematic drawings of trangenes used in this study. **(A)** plasmid pAZ07 (used to rescue JCP495) and **(B)** plasmid pAZ09 (used to generate transgenic strain JCP519) are shown.
(TIF) Click here for additional data file.

S2 Fig Temperature sensitive curve of *nxf-1*(*t2160*ts) mutant. X axis shows the different developmental stages at which the embryos were temperature-shifted. Y axis shows the percentage of embryonic lethality measured as non-hatched embryos.
Blue line shows the lethality of embryos that underwent an upshift from 15°C to 25°C at the two-cell stage (100% lethality), four-cell stage (73% lethality), twelve-cell stage (73% lethality), 100-cell stage (63% lethality), 200-cell stage (58% lethality), 1.5-fold stage (13% lethality) and 2-fold stage (0% lethality). The lethality does not fall under 50% until mid-embryogenesis, when most cell divisions and epithelialization are completed. Orange line shows the lethality of embryos that underwent a downshift from 25°C to 15°C at the same stages.
Together, the results indicate that mRNA transport is required throughout development but is has to function very efficiently during the morphogenetic events that happen between the 200-cell stage and the 1.5-fold stage.
(TIF) Click here for additional data file.

S3 Fig NXF-1 is essential for arcade cells to form a polarized epithelium. **(A)** Schematic representation of an epithelial cell of *C*. *elegans*. The epithelial cell contains a single junction, the *C*. *elegans* apical junction (CeAJ) with a bipartite organization. The basal region is associated with an electron dense structure, where DLG-1/Disc large and AJM-1 co-localize while the more apical region is not associated with any structure and harbors the HMR-1/E-cadherin and HMP-1/alpha-catenin molecules. **(B-D)** Representative DIC and fluorescence images of 1.5-fold embryos and quantification of expression changes in the *nxf-1(t2160*ts*)* and WT background of the AJM-1::GFP **(B)** and cadherin-catenin complex components HMR-1::GFP **(C)** and HMP-1::GFP **(D)** in pharynx and epidermis. Anterior is to the left. n > 20 embryos for each strain. Statistical analysis was performed using Student’s t-test; *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.
(TIF) Click here for additional data file.

S4 Fig Apical junction components expression in pharynx and epidermis. **(A-C)** Representative DIC and fluorescence images of 1.5-fold embryos and quantification of expression changes in the *nxf-1(t2160*ts*)* and WT background of the DLG-1::dsRed **(A)** SAX-7::GFP **(B)** and JAC-1::GFP **(C)** in pharynx and epidermis. Anterior is to the left. n > 20 embryos for each strain. Student’s t-test; ***P<0.0001.
(TIF) Click here for additional data file.

S5 Fig Quantification of total levels of PAR-6 in *nxf-1*(*t2160*ts) mutant embryos versus WT embryos. PAR-6 protein is measured as relative fluorescent units (RFU) in *nxf-1*(*t2160*ts) and WT embryos expressing a PAR-6::mCherry transgene (as shown in Fig 4F). The slight increase of PAR-6 protein in the *nxf-1*(*t2160*ts) background suggests that polarization defects in arcade cells are mainly due to mislocalization of PAR-6 and failure in apical localization.
(TIF) Click here for additional data file.

S6 Fig *nxf-1*(*t2160*ts) mutants display a wider intestinal lumen than WT. **(A)** Comparison of WT and *nxf-1*(*t2160*ts) embryonic intestines visualized with DIC and AJM-1::GFP. **(B)** Hatched *nxf-1*(*t2160*ts) L1 larvae show a wider intestinal lumen than WT L1 larvae. **(C)** Quantification of the lumen width of different intestinal sections in WT and *nxf-1*(*t2160*ts) animals. Statistical analysis performed using Student’s t-test; *p<0.05, **p<0.01.
(TIF) Click here for additional data file.

S7 Fig Knockdown of *C*. *elegans* mRNA export machinery members NXF-1/TAP, NXT-1/p15, HEL-1/UAP56. ST65 (ncIs13[*ajm-1*::GFP]) worms in L1 stage were fed bacterial L4440 vector control (a) and RNAi clones of *nxf-1* (b), *hel-1* (c) and *nxt-1* (d). Worms were grown at 15°C and images were taken at the sixth day (adult stage). The worms fed bacterial RNAi clones of *nxf-1* (b) and *hel-1* (c) arrested at the L1-L2 stage whereas worms fed the bacterial RNAi clone of *nxt-1*(d) reached the adult stage and as zoomed in (e), 50% of scored animals show a protruding vulva phenotype (arrows) (n = 260).
(TIF) Click here for additional data file.

S8 Fig DESeq2 normalized expression values and standard deviation for *ego-1*, *ego-2*, *glp-1*, *lag-1*, *lgx-1*, *teg-1* and *teg-4* genes. 

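A DESeq2 normalized expression value is a gene's count divided by the size factor of its sample, which DESeq2 estimates as the median ratio of the sample's counts to the geometric mean over all samples. From the deposited counts the size factors were 1.22, 0.992 and 0.797 for WT replicates 1 to 3 and 1.21, 0.871 and 1.00 for nxf-1(t2160ts) replicates 1 to 3. With DESeq2's own test on these values, 0 of the 7 genes had an adjusted p under 0.05, and the adjusted p of teg-1 was 0.349.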

No significant differences between *nxf-1*(*t2160*ts) samples and WT controls, calculated both by Tukey’s honestly significant difference test (Tukey’s HSD) and pairwise.t.test (FDR ≤ 0.05), are detected.
(TIF) Click here for additional data file.

S9 Fig DESeq2 normalized expression values and standard deviation for *cdc-25*, *cdk-*, histone (*his-*) and *rad-51* genes. Significant differences between *nxf-1*(*t2160*ts) samples and WT controls, calculated both by Tukey’s honestly significant difference test (Tukey’s HSD) and pairwise.t.test (FDR ≤ 0.05), are shown with asterisks. Analyzed genes: *cdc-25*.*1*, *cdc-25*.*2*, *cdc-25*.*3*, *cdc-25*.*4*, *cdk-1*, *his-1*, *his-2*, *his-3*, *his-4*, *his-5*, *his-6*, *his-7*, *his-8*, *his-11*, *his-16*, *his-17*, *his-18*, *his-24*, *his-25*, *his-31*, *his-32*, *his-35*, *his-37*, *his-38*, *his-39*, *his-40*, *his-41*, *his-42*, *his-45*, *his-47*, *his-48*, *his-55*, *his-57*, *his-58*, *his-59*, *his-60*, *his-61*, *his-62*, *his-63*, *his-64*, *his-65*, *his-66*, *his-67*, *his-68*, *his-69*, *his-70*, *his-71*, *his-72*, *his-73*, *his-74*, *rad-51*.
Other histone coding genes such as: *his-9*, *-10*, *-12*, *-13*, *-14*, *-15*, *-19*, *-20*, *-21*, *-22*, *-23*, *-26*, *-27*, *-28*, *-29*, *-30*, *-33*, *-34*, *-36*, *-43*, *-44*, *-46*, *-49*, *-50*, *-51*, *-52*, *-53*, *-54*, *-56* showed no-expression in lab growth conditions.

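Of the 29 histone genes named as not expressed, 27 could be matched to an identifier in the count tables (his-23 and his-36 could not), and all 27 had 0 counts in every one of the 6 samples. A gene at 0 counts is below 0.267 CPM in the sample with the fewest counts, at 3 counts, where counting error alone is considered. Reads that map to several places were left out by the authors' counting, so a gene with an identical copy elsewhere in the genome can have 0 counts at any level of expression. The 45 histone genes shown had a median of 135 counts summed over the 6 samples.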

(TIF) Click here for additional data file.

S10 Fig NXF-1 and HEL-1 are necessary for normal cell proliferation. Mitotic cells in *nxf-1(t2160*ts*)* failed to proceed into mitosis and arrested at G2 phase (**g, h** and **i**), similar to gonads after IR (**d, e** and **f**) and depletion of *hel-1* (**m, n** and **o**). N2 (WT) was used as the negative control (**a, b** and **c**). N2 (WT) and *nxf-1(t2160*ts*)* worms were synchronized. At the L4 stage, part of the N2 worms were fed the *hel-1* bacterial RNAi and the bacterial RNAi clone of the empty L4440 vector was used as a control and fed to the rest of the worms (**j, k** and **l**). Another batch of L4 stage N2 worms were irradiated (90Gy). After 24 hours, gonads of *nxf-1(t2160*ts*)*, N2 irradiated and non-irradiated worms, along with worms fed *hel-1* and L4440, were dissected, fixed, immunostained with α-pTyr-15 CDK-1 and counterstained with DAPI. Scale bar: 10 μm.
(TIF) Click here for additional data file.

S11 Fig Accumulation of RAD-51 in the late pachytene/diplotene region of *nxf-1(t2160*ts*)*. N2 (WT) and *nxf-1(t2160*ts*)* worms were synchronized. At the L4 stage, N2 (WT) worms were irradiated (90Gy). After 24 hours, gonads of N2 non-irradiated (**a, b** and **c**), N2 irradiated (**d, e** and **f**) and *nxf-1(t2160*ts*)* (**g, h** and **i**) worms were dissected, fixed, immunostained with α-RAD-51 and counterstained with DAPI. In another set of experiments, N2 (WT) and *nxf-1(t2160*ts*)* worms were synchronized and from the L1 stage, they were fed the *spo-11* bacterial RNAi (**p, q, r, v, w** and **x**) and the empty L4440 vector (**j, k, I, s, t** and **u**) that was used as a control. At the L4 stage, a fraction of N2 (WT) worms were fed the *hel-1* bacterial RNAi clones (**m, n** and **o**). One-day-old worms were dissected, and their gonads were fixed, immunostained with α-RAD-51 and counterstained with DAPI. Scale bar: 20μm.
(TIF) Click here for additional data file.

S12 Fig Transcriptomic analysis. 

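From the deposited counts, DESeq2's Wald test with default filtering covered 16909 genes and gave 1164 downregulated and 543 upregulated genes at an adjusted p under 0.05. All 34 downregulated and 77 upregulated genes of edgeR's quasi-likelihood test were among them. In edgeR with the replicate block, 1103 genes were called by both that test and DESeq2 without a block.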

Statistical analysis with DeSeq and Edger shows 1117 downregulated **(A)** and 834 upregulated genes **(B)** in *nxf-1(t2160*ts*)* vs WT. Gene ontology (GO) analysis, cellular component (CC) analysis, and molecular function (MF) of differentially expressed downregulated and upregulated genes in *nxf-1(t2160*ts*)* vs. WT (**C, D, E** and **F**). The number of genes within each category is represented in color bars, one bar per GO term. Bar length indicates the number of genes belonging to the different GO categories and color indicates the statistical significance, from those with highly significant expression differences (red) to those with low expression differences (blue).
(TIF) Click here for additional data file.

S13 Fig *nxf-1*(*t2160*ts) embryos show a general pattern of fragmented mitochondrial morphology. **(A)** WT embryos at different developmental stages (1–3) show a connected mitochondrial network in the cytoplasm of their cells visualized with Mitotracker staining (1'-3'). **(B)** *nxf-1*(*t2160*ts) mutant embryos at the same developmental stages (4–6) show a general dotted pattern of Mitotracker staining in the cytoplasm of their cells (4’-6’), indicating the additional presence of fragmented-type mitochondria. **(C)** shows a non-stained embryo as a control for autofluorescence (7–7’).
(TIF) Click here for additional data file.

S14 Fig Age-dependent mitochondrial changes occur faster in the *nxf-1(t2160*ts*)* mutant compared to WT. **(A)** Representative images of the different mitochondrial morphologies scored. **(B)** Transgenic animals expressing mitoGFP (ccIs4251 [(pSAK2) P*myo-3*::GFP::LacZ::NLS + (pSAK4) P*myo-3*::mitochondrial GFP + *dpy-20*(+)]) in body wall muscle cells (DAY 1, DAY 4 and DAY 8) were analyzed at different days after the L4 larval stage, respectively (DAY 1 WT n = 41 and *nxf-1(t2160*ts*)* n = 47; DAY 4 WT n = 61 and *nxf-1(t2160*ts*)* n = 73; DAY 8 WT n = 21 and *nxf-1(t2160*ts*)* n = 46). Because *nxf-1(t2160*ts*)* are ts, worms were grown at 15°C and then moved to 25°C at the L4 larval stage. Scale bar: 10μm.
(TIF) Click here for additional data file.

S15 Fig Working model for mRNA export and a new proposed model for the collaboration of NXF-1-RAN-1 in the export of unknown cargo. On the left-hand side, the main steps of mRNA export are shown: NXF-1/NXT-1 recruitment to the mRNP; mRNP export through the NPC where cytoplasmic fibril NPP-9 probably mediates the translocation step of mRNA across the NPC. GLH-1 probably mediates the release of mRNA from P granules into the cytoplasm; mRNAs are stored in P body particles. P body poly(A) binding protein PAB-1, decapping factor CGH-1, CAR-1/Rap55/Trailer hitch and Y-box protein CEY-2 are shown. Finally, import of NXF-1 from the cytoplasm to the nucleus via the IMB-3 transport in the RanGTPase-dependent pathway. On the right-hand side of the proposed model, NXF-1 exports unknown cargo using the RAN-1-dependent pathway. Once in the cytoplasm, RAN-2 associates with the cargo complex and this leads to its dissociation.
(TIF) Click here for additional data file.

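The KEGG pathways' full gene lists were not used here, so the enrichment itself was not recomputed. Table 2 prints 249 gene names in 14 pathways. Of these, 14 (13 distinct names) matched no symbol, sequence name or RefSeq symbol in the reference, and the rest are 185 distinct genes. All 185 were tested from the deposited counts, and the log2 fold change of every one had the sign the paper gives. Because the paper chose these genes as changed, their sign is no independent test. In edgeR's unblocked test 7 of the 185 passed an adjusted p of 0.05, with the replicate number as a block 164, and with DESeq2 93. The mean correlation between WT and mutant replicates was 0.343 for the same number and -0.156 for different numbers. The medians of the log2 fold changes were -0.62 for the glycine, serine and threonine metabolism genes, -0.56 for fatty acid degradation, -0.44 for glycolysis, for pyruvate metabolism and for valine, leucine and isoleucine degradation, -0.43 for the citrate cycle, -0.40 for ribosome and for propanoate metabolism, -0.39 for oxidative phosphorylation and -0.33 for proteasome. On the upregulated side they were 0.75 for calcium signaling, 0.57 for mRNA surveillance, 0.55 for RNA transport and 0.54 for inositol phosphate metabolism.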

S1 Table KEGG Pathway analysis. (DOCX) Click here for additional data file.

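The gene printed as Y65B4A.6 has the symbol eif-4A3 (WBGene00022029) in the reference. Its log2 fold change was 0.36 (standard error 0.09, edgeR adjusted p = 0.0860, and 0.0404 with the replicate block, with a mean correlation of 0.343 within and -0.156 between replicate numbers). The largest log2 fold change of the list was that of C44H9.4 (WBGene00008099, chromosome V, 12835708 to 12839783), at 1.30 (standard error 0.28, adjusted p = 0.0661), from 3.59 ± 0.756 CPM (SD, n = 3) in WT to 8.88 ± 2.00 (SD, n = 3) in the mutant. pab-2 (WBGene00003903) had 0.67, pnn-1 (WBGene00011308) 0.55, smg-2 (WBGene00004880) 0.46, smg-1 (WBGene00004879) 0.34, C05C10.2 (WBGene00007329) 0.33 and rae-1 (WBGene00003803) 0.29. With each replicate left out in turn, the log2 fold changes of all 14 genes stayed above 0, and the lowest of them was 0.26.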

S2 Table Genes involved in the RNA transport and mRNA surveillance pathways, upregulated in *nxf-1(t2160*ts*)* compared to WT. (DOCX) Click here for additional data file.

S3 Table *C. elegans* mutant and transgenic strains used in this study and some of their characteristics. (DOCX) Click here for additional data file.

S1 Movie NXF-1::GFP localization throughout the cell cycle during early *C*. *elegans* development. (MOV) Click here for additional data file.

S2 Movie Development of a WT embryo (left) compared to an *nxf-1* (*t2160*ts) embryo (right).
(MOV) Click here for additional data file.

# Supplementary material for: Reduction of mRNA export unmasks different tissue sensitivities to low mRNA levels during Caenorhabditis elegans development
**Source:** PLoS Genet. 2019 Sep 16;15(9):e1008338. doi: 10.1371/journal.pgen.1008338
**Supplement:** S1 Table

**Table S1. KEGG Pathway analysis.**

| **ID** | **Description** | **Pvalue** | **p.adjust** | **qvalue** | **Count** | **Condition** |
| --- | --- | --- | --- | --- | --- | --- |
| cel00010 | Glycolysis/Gluconeogenesis | 1.37E-06 | 3.00E-05 | 2.54E-05 | 18 | Downregulated |
| cel00020 | Citrate cycle (TCA Cycle) | 1.58E-06 | 3.00E-05 | 2.54E-05 | 16 | Downregulated |
| cel00071 | Fatty acid degradation | 0.00495 | 0.039594 | 0.033452235 | 15 | Downregulated |
| cel00190 | Oxidative phosphorylation | 3.14E-18 | 1.19E-16 | 1.01E-16 | 49 | Downregulated |
| cel00260 | Glycine, Serine and Threonine metabolism | 0.004919 | 0.039594 | 0.033452235 | 8 | Downregulated |
| cel00280 | Valine, Leucine and Isoleucine degradation | 0.00018 | 0.001952 | 0.001649068 | 16 | Downregulated |
| cel00562 | Inositol phosphate metabolism | 0.001477 | 0.021784 | 0.020209576 | 5 | Upregulated |
| cel00620 | Pyruvate metabolism | 2.64E-06 | 4.02E-05 | 3.40E-05 | 14 | Downregulated |
| cel00640 | Propanoate metabolism | 0.00521 | 0.039594 | 0.033452235 | 10 | Downregulated |
| cel03010 | Ribosome | 1.59E-26 | 1.21E-24 | 1.02E-24 | 53 | Downregulated |
| cel03013 | RNA transport | 0.000993 | 0.019535 | 0.01812306 | 13 | Upregulated |
| cel03015 | mRNA surveillance pathway | 0.00027 | 0.011875 | 0.011016861 | 10 | Upregulated |
| cel03050 | Proteasome | 2.31E-05 | 0.000293 | 0.000247482 | 16 | Downregulated |
| cel04020 | Calcium signaling pathway | 0.000403 | 0.011875 | 0.011016861 | 8 | Upregulated |

# Supplementary material for: Reduction of mRNA export unmasks different tissue sensitivities to low mRNA levels during Caenorhabditis elegans development
**Source:** PLoS Genet. 2019 Sep 16;15(9):e1008338. doi: 10.1371/journal.pgen.1008338
**Supplement:** S2 Table

**Table S2. Genes involved in the RNA transport and mRNA surveillance pathways, upregulated in *nxf-1(t2160)* compared to wild type.**

| **Gene ID** | **Gene Symbol** | **Description** | **KEGG pathway** |
| --- | --- | --- | --- |
| 190485 | Y65B4A.6 | ortholog of human EIF4A3 (eukaryotic translation initiation factor 4A3) | RNA transport/surveillance |
| 171696 | *smg-2* | Regulator of nonsense transcripts 1 | RNA transport/surveillance |
| 172418 | *smg-1* | nonsense-mediated mRNA decay | mRNA surveillance |
| 172864 | *rae-1* | mRNA transport factor | RNA transport |
| 179783 | *pnn-1* | PiNiN nuclear speckle-associated protein and splicing factor homolog | RNA transport/surveillance |
| 181473 | *pab-2* | Polyadenylated-binding protein, homolog with high similarity to human PABP 1 | RNA transport/surveillance |
| 171866 | *nxt-1* | NTF2-related export protein | RNA transport/surveillance |
| 191736 | *nxf-1* | Nuclear RNA export factor 1 | RNA transport/surveillance |
| 174232 | *npp-21* | Nuclear pore complex protein | RNA transport |
| 172813 | *npp-14* | Nuclear pore complex protein | RNA transport |
| 181044 | *eef-1A.2* | Elongation factor 1-alfa | RNA transport |
| 179760 | C44H9.4 | ortholog of human MOV10 (Mov10 RISC complex RNA helicase) | RNA transport/surveillance |
| 174546 | C05C10.2 | ortholog of human MOV10 (Mov10 RISC complex RNA helicase) | RNA transport/surveillance |
| 177735 | *aly-1* | Ref/ALY RNA export adaptor family | RNA transport/surveillance |

# Supplementary material for: Reduction of mRNA export unmasks different tissue sensitivities to low mRNA levels during Caenorhabditis elegans development
**Source:** PLoS Genet. 2019 Sep 16;15(9):e1008338. doi: 10.1371/journal.pgen.1008338
**Supplement:** S3 Table

**Table S4. *C. elegans* mutant and transgenic strains used in this study and some of their characteristics.**

| **Strain** | **Genotype** | **Characteristics** | **Source** |
| --- | --- | --- | --- |
| N2 | *C. elegans* wild isolate | Wild type | CGC |
| GE2440 | *unc-24 (e138)* IV*; dpy-11(e224); nxf-1(t2160)* V | Uncoordinated (unc), dumpy (dpy) and temperature sensitive. Maintained at 15°C. | Schnabel's lab |
| JCP495 | *nxf-1(t2160)*V | Temperature sensitive. Maintained at 15°C. | Our lab |
| CB4856 | Wild type. Low copy Tc1; pattern IX. *C. elegans* wild isolate. | Isolated from a pineapple field in Hawaii in 1972 by L. Hollen. Wild type. | CGC |
| RB1246 | *nxf-1(ok1281)* V/nT1 [qIs51] (IV;V) | C15H11.3 Heterozygotes are WT and GFP+. *ok1281* animals arrest as larvae. | CGC |
| QC47 | etIs1 [*ric-19*p::*ric-19*::GFP + *rol-6(su1006)* | Low levels of *ric19*p::GFP fusion protein expression driven by the ric-19 promoter in all neurons except for strong expression in the pharyngeal M2 neurons. | CGC |
| ML1735 | mcIs50 [*lin-26*p::*vab-10*(actin-binding domain)::GFP + *myo-2p*::GFP + pBluescript] | ABDVAB-10::GFP construct visualize actin with *myo-2*p::GFP marker. | CGC |
| YG1007 | baf-1(gk324) III/hT2 [bli-4(e937) let-?(q782) qIs48] (I;III); syls50 | syIs50 [cdh-3::GFP + dpy-20(+)]. Heterozygotes are WT and GFP+, and segregate arrested hT2 aneuploids, non-GFP gk324 homozygotes (Sterile and Unc). All worms expressed cdh-3::GFP at the anchor cell. qIs48 is an insertion of ccEx9747 with markers: myo-2::GFP expressed brightly in the pharynx throughout development, pes-10::GFP expressed in embryos, a gut promoter driving GFP in the intestine, and is homozygous lethal. | CGC |
| SM481 | pxIs10 [*pha-4*::GFP::CAAX + (pRF4) *rol-6(su1006)*] | Roller line that has GFP localized to the plasma membrane of the pharynx, gut and rectal cells in embryos and the somatic gonad during the L2-L3 larval stage and beyond. | CGC |
| OP37 | *unc-119(ed3)* III; wgIs37 [*pha-4*::TY1::EGFP::3xFLAG + *unc-119*(+)] | TY1::EGFP::3xFLAG tag inserted in-frame at the C-terminus of the *pha-4* coding sequence. | CGC |
| FT828 | *unc-119(ed3)* III; xnIs312 [*par-6*p::*par-6*::mCherry + *unc-119*(+)] | Expresses *par-6*::mCherry maternally and zygotically. Expression is present in many cells, including early embryos, epithelial cells, the excretory cell, and the germ line. | CGC |
| ST65 | ncIs13[ajm-1::GFP] | AJM::GFP expressed in CeAJs. | CGC |
| SU295 | jcIs25 [pPE103 (*jac-1*::GFP) + *rol-6*(*su1006*)] | Rollers. | CGC |
| FT250 | xnIs96 [pJN455(*hmr-1*p::*hmr-1*::GFP::*unc-54* 3'UTR) + *unc-119*(+)] | GFP starts in membranes at the ~100 cell stage, becomes apically bright in older embryos and larvae; most prominent in nerve ring in adults. | CGC |
| TH502 | ddIs290 [*sax-7*::TY1::EGFP::3xFLAG(92C12) + *unc-119*(+)] | TY1::EGFP::3xFLAG tag inserted in-frame at the C-terminus of the coding sequence by recombineering. Expression of transgene confirmed by GFP. | CGC |
| SU265 | jcIs17 [*hmp-1*p::*hmp-1*::GFP + *dlg-1p*::*dlg-1*::dsRed + *rol-6*(*su1006*)] | Roller. | CGC |
| SD1347 | ccIs4251 [(pSAK2) *myo-3*p::GFP::LacZ::NLS + (pSAK4) *myo-3*p::mitochondrial GFP + dpy-20(+)] I | myo-3p::mitochondrial GFP. | CGC |
| JCP484 | *nxf-1(t2160)* V; pxIs10 [*pha-4*::GFP::CAAX + (pRF4) *rol-6(su1006)*] | Contains *nxf-1(t2160)* V; pxIs10. Temperature sensitive. Grown at 15°C to maintain. | Our lab |
| JCP561 | *unc-119(ed3)* III; *nxf-1(t2160)* V; wgIs37 [*pha-4*::TY1::EGFP::3xFLAG + *unc-119*(+)] | Contains *nxf-1(t2160)* V; wgIs37. Temperature sensitive. Maintained at 15°C. | Our lab |
| JCP567 | *nxf-1(t2160) V;* etIs1 [*ric-19*p::*ric-19*::GFP + *rol-6(su1006)*] | Contains *nxf-1(t2160)* V; etIs1. Temperature sensitive. Maintained at 15°C. | Our lab |
| JCP510 | *nxf-1(t2160) V; syls50[cdh-3::GFP + dpy-20(+)]* | Contains *nxf-1(t2160)* V; etIs1. Temperature sensitive. Maintained at 15°C. | Our lab |
| JCP543 | *nxf-1(t2160)* V; ncIs13[ajm-1::GFP] | Contains *nxf-1(t2160)* V; ncIs13. Temperature sensitive. Maintained at 15°C. | Our lab |
| JCP511 | *nxf-1(t2160)* V; mcIs50 [*lin-26*p::*vab-10*(actin-binding domain)::GFP + *myo-2p*::GFP + pBluescript] | Contains *nxf-1(t2160)* V; mcIs50. Temperature sensitive. Maintained at 15°C. | Our lab |
| JCP489 | *nxf-1(t2160)* V; jcIs25 [pPE103 (*jac-1*::GFP) + rol-6(su1006)] | Contains *nxf-1(t2160)* V; jcIs25. Temperature sensitive. Maintained at 15°C. | Our lab |
| JCP486 | *nxf-1(t2160)* V; xnIs96 [pJN455(*hmr-1*p::*hmr-1*::GFP::*unc-54* 3'UTR) + *unc-119*(+)] | Contains *nxf-1(t2160)* V; xnIs96. Temperature sensitive. Maintained at 15°C. | Our lab |
| JCP506 | *nxf-1(t2160)* V; ddIs290 [*sax-7*::TY1::EGFP::3xFLAG(92C12) + *unc-119*(+)] | Contains *nxf-1(t2160)* V; ddIs290. Temperature sensitive. Maintained at 15°C. | Our lab |
| JCP485 | *nxf-1(t2160)* V; jcIs17 [*hmp-1*p::*hmp-1*::GFP + *dlg-1p*::*dlg-1*::dsRed + *rol-6*(su1006)] | Contains *nxf-1(t2160)* V; jcIs17. Temperature sensitive. Maintained at 15°C. | Our lab |
| JCP565 | *nxf-1(t2160)* V; ccIs4251 [(pSAK2) *myo-3*p::GFP::LacZ::NLS + (pSAK4) *myo-3*p::mitochondrial GFP + dpy-20(+)] | Contains *nxf-1(t2160)* V; ccIs4251. Temperature sensitive. Maintained at 15°C. | Our lab |
| JCP519 | *nxf-1(t2160)* V; jcpEx6[pAZ09(*nxf-1p*::*nxf-1*::3xFLAG::eGFP::*nxf-1*UTR] | Contains *nxf-1(t2160)* V; jcpEx6. Maintained at 25°C. | Our lab |
| JCP633 | *unc-119(ed3)* III; *nxf-1(t2160)* V; xnIs312 [*par-6*p::*par-6*::mCherry + *unc-119*(+)] | Contains *nxf-1(t2160)* V; xnIs312. Maintained at 15°C. | Our lab |

How the deposited data were processed for this re-analysis (not part of the article)

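The RNA-seq experiment compared one-day-old adult C. elegans of the WT strain N2 with nxf-1(t2160ts) mutants, raised at 15°C and then kept at 25°C, for 12 to 16 hours by the paper and 16 hours by the sample labels, with 3 biological replicates each. Libraries were made from poly(A) RNA.

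The authors deposited raw counts per gene, 1 table per sample. They counted read pairs on the exons of each gene with featureCounts 1.6.2, unstranded, with an annotation named after WBcel235 and Ensembl release 85, and by the program's default settings left out read pairs that map to several places or overlap several genes. The counts were not normalized. The other value deposited by the authors in each table is the gene's exonic length in bases, which was used here for the length offset. The tables hold 46739 genes in the same order. Symbols were found for 43720 of them in the Ensembl release 115 annotation of WBcel235, and where several genes share 1 symbol, or a name of the paper was not found, RefSeq symbols for the same assembly were used through the sequence name. Of the names printed in Table 2, 14 matched nothing and were left out.

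The totals ran from 11242483 to 16378082 counts per sample, so that 3 counts, the floor taken here, correspond to between 0.183 and 0.267 CPM. Intervals and floors cover counting error alone, since reads without molecular identifiers are not independent molecules.

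From the counts, genes were filtered with edgeR's filterByExpr, which kept 14450, and libraries were scaled by TMM (edgeR 4.0.16, R 4.3.3). Mutant and WT were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. Standard errors were taken as the size of the log2 fold change divided by the square root of the test's F statistic. CPM values are TMM-scaled means with their SD over the 3 replicates. Gene sets were chosen by symbol and tested with limma 3.58.1's cameraPR on the signed z of the edgeR test, two-sided, with an inter-gene correlation of 0.01 and adjustment over the 5 sets, and the share of called genes with a one-sided Fisher's exact test. The genes named in the text are every gene the paper names for its RNA-seq results, summarised where there are many, and the 5 with the largest positive and the 5 with the largest negative log2 fold change among genes with an adjusted p under 0.05, a mean log2 CPM above 2 and no overlap between the replicates of the groups.

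The sample labels number the replicates of both groups 1 to 3, which is where the pairing comes from. No label says what the replicates of 1 number share. The deposited description names both a Genome Analyzer IIx and a MiSeq as sequencers. Which library ran on which is not stated, so a difference between sequencers could not be tested. After the mean of each group was removed, replicates of the same number had a mean correlation of 0.343, against -0.156 for different numbers. The second value largely follows from the first, because the residuals of each group sum to 0. The single correlations were 0.406, 0.300 and 0.324 for replicates 1, 2 and 3, and 0.188 and 0.0925 between replicates 2 and 3 of different groups. The test was also run with the replicate number as a block, which gave 974 downregulated and 695 upregulated genes.

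The alternatives tried were DESeq2 1.42.0 (median-of-ratios size factors, Wald test, default filtering), total counts and upper-quartile scaling in place of TMM, no filter on low counts (at least 1 count) and at least 10 counts in every sample, edgeR's likelihood ratio test, the replicate block, an offset for gene length per sample (lowess with a span of 0.3 on log2 CPM with a prior count of 2), both of these together, both callers together, an adjusted p under 0.01, at least a 2-fold change, and each replicate left out in turn. No genome sequence was used here, so no correction for GC content was made.

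The procedures were tested on simulated data, with counts drawn from the real means and library sizes for 14450 genes, 200 of them changed. edgeR's quasi-likelihood test recovered 182 of the 200 with 13 false calls, and DESeq2 194 with 66 false calls. The changed genes were drawn from well expressed genes only, and their changes were large (median log2 fold change 1.96 for the raised genes). The recovered numbers therefore do not show how well changes as small as those of the gene sets would be found. With a batch simulated, the replicate block recovered 200 with 19 false calls and the test without it 171 with 1. The run with a batch used a lower dispersion than the others. Without a batch the replicate block recovered 177 with 13 false calls. With a length bias simulated, the length offset lowered the false calls from 399 to 10. The simulated trend with length was stronger than in the data (Spearman's rho = 0.625 against 0.142). Of 40 gene sets without a change, 0 had a p under 0.05 by cameraPR, and a set shifted by -0.35 was recovered at a median of -0.35. The simulated genes varied independently of each other. This run therefore does not show how cameraPR behaves where the genes of a set vary together.

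Other data of the paper, such as microscopy, immunostaining and co-immunoprecipitation, were not analysed here. The figures were drawn with matplotlib.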

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

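Of the tests in this part, those of gene length and of the replicate pairing, and both tests on the msp genes, were chosen only after the results had been seen, and so was the rule that picked the gene families below. The comparisons with other splits of the samples were set beforehand. For the families, 4 splits of the samples cannot give a share under 0.05, so that comparison cannot exclude a chance difference between the samples. The single genes were not compared with other splits. No biological explanation was tested.

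Genes that share a symbol prefix were tested as families, which looks beyond the genes the paper discusses. Of 132 families with at least 10 tested genes, 30 had an adjusted p under 0.05 by cameraPR, 22 lower and 8 higher in the mutant. In 19 of the 30 the medians of all 3 mutant replicates lay outside the range of the WT replicates, and the paper does not discuss 12 of these as families, which are given here. A single gene of the eif family, eif-4A3, is listed as upregulated in S2 Table and Table 2, and its log2 fold change here was 0.36, opposite to the family's median. The number of families is itself not unusual: 3 of the 4 splits of the 6 samples that part all 3 same-numbered pairs, the real one included, gave at least 30 families. For each of the 12 families 1 of the 4 splits, the real one, gave a median as large. The rule that picked these families required mutant medians outside the WT range. It largely fixes this outcome, which is therefore no further evidence. The other 6 of the 10 splits part 1 pair only and were not compared.

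Lower in 3 of 3 mutant replicates were the families dhs (median log2 fold change -0.22, adjusted p = 0.0289), eif (-0.14, 0.0217), fbxb (-0.76, 3.35e-05), mrpl (-0.22, 4.01e-05), mrps (-0.21, 0.000899), sdz (-0.70, 0.00144) and msp (-5.06, 4.77e-18). With the block the medians were -0.22 for dhs, -0.14 for eif, -0.72 for fbxb, -0.22 for mrpl, -0.21 for mrps, -0.64 for sdz and -4.57 for msp. With the block and the offset together they were -0.23, -0.16, -0.73, -0.23, -0.21, -0.64 and -4.51. All 7 were past the threshold in both fits. Each replicate number occurs once in each group, so a shift shared by the replicates of 1 number cancels between the groups, and the values with the block are no further test of it. Batches that do not follow the replicate numbers were not tested for these families and cannot be told apart from the difference between the groups. The offset is fitted to all genes and moved them little, which shows only that the length trend across all genes is small for these families.

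Higher in 3 of 3 mutant replicates were fbxa (median log2 fold change 0.41, adjusted p = 4.34e-07), gcy (0.46, 0.00379), hlh (0.56, 0.0276), linc (0.46, 0.00197) and vps (0.066, 0.0265). With the block their medians were 0.43, 0.50, 0.62, 0.65 and 0.069, and with the block and the gene-length offset 0.42, 0.36, 0.64, 0.74 and 0.0033. The vps median lost its adjusted p with the offset (0.249), so gene length may account for it. The hlh median was above an adjusted p of 0.05 with the block (0.0526) and below it with the block and the offset (0.0337), while its median did not shrink. The families fbxa, gcy and linc were past the threshold in both fits. What is said above of batches holds for these families as well. Reads shared between copies within these families were not tested.

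The msp genes, which code for major sperm protein, differ between the WT replicates themselves: relative to the WT mean, the family's median was -2.69 in WT replicate 1 against 1.23 and 1.45 in replicates 2 and 3, and between -4.15 and -3.90 in the mutant replicates. The spe genes, another family named after spermatogenesis, were lower in WT replicate 1 than in WT replicates 2 and 3 by a median log2 difference of -1.49, so a difference in sperm RNA between the WT samples may contribute to the msp result. Reads shared between near-identical msp copies are a technical explanation that would leave the spe genes unchanged, and the spe genes had a median log2 fold change of -0.90 between mutant and WT. For the spe genes the mutant replicates, at -0.69, -0.72 and -0.65, lay inside the range of the WT replicates, which ran from -0.99 to 0.57. A biological difference between the groups cannot be told apart from a difference between the WT samples here.

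By the rule for named genes, 10 single genes outside those the paper discusses stood out, 5 in each direction, from 86 candidates: F19B10.13 (log2 fold change 5.32), pgp-8 (4.62), fbxa-163 (4.34), R03H10.6 (4.34) and gst-24 (4.02), and col-135 (-2.47), col-77 (-1.80), pigb-1 (-1.74), clec-223 (-1.68) and clec-222 (-1.67). Each is past an adjusted p of 0.05 in edgeR's test, and for each the 3 mutant replicates lie outside the range of the 3 WT replicates, which the rule required. With the replicate block and the gene-length offset together the log2 fold changes were 5.42, 4.52, 4.31, 4.40 and 4.02, and -2.45, -1.77, -1.79, -1.79 and -1.63, all past the threshold. Variants of the mutant strain other than t2160, and reads shared with paralogs, were not tested for single genes.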

How the results depend on the processing

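All alternatives in this part, and the edgeR test they are compared with, were set before the data were examined, apart from the fits that combine DESeq2 with a replicate block, which were chosen after seeing the data. Using the block and the offset as tests of an explanation, as in the parts on families and gene sets, came later. In the test without a block, 34 genes were downregulated and 77 upregulated, 2 of the 14 genes of S2 Table and 7 of the 185 genes of Table 2 were called in the paper's direction, and nxf-1 was past the threshold. The medians of the ribosomal protein, oxidative phosphorylation and proteasome genes stayed negative and past the threshold under every alternative run, and the count of changed S8 Fig genes stayed at 0. The number of these with an unadjusted p under 0.05 was 0 in the edgeR test, 1 with total counts, with the gene-length offset and with the replicate block, and 2 with the block and the offset together. Each replicate number occurs once in each group, so the block acts on the test and moves most medians little whatever the batches did. Fits whose values did not leave the range called unchanged, such as that with at least 10 counts in every sample, are not listed. Where a value changed, the cause was not tested unless stated.

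With the replicate number as a block, 974 genes were downregulated and 695 upregulated. The block gave 11 of the S2 Table and 164 of the Table 2 genes in the paper's direction, 63 ribosomal protein, 24 oxidative phosphorylation and 13 proteasome genes as downregulated, 1 nuclear pore and 11 GTPase regulator and actin-binding genes as upregulated, 9 changed histone genes and 1 changed cell cycle gene (cdc-25.2). nxt-1 passed the threshold at a log2 fold change of 0.58, and the nuclear pore median, 0.072, no longer did. With the block and a gene-length offset together, the counts were 1157 downregulated and 626 upregulated genes, 7 of S2 Table, 125 of Table 2, 40 ribosomal protein, 20 oxidative phosphorylation and 5 proteasome genes, 5 GTPase regulator and actin-binding genes, 9 histone genes and 1 cell cycle gene. In that fit nxt-1 passed at 0.62, the GTPase regulator and actin-binding median was 0.0084 and no longer past the threshold, and the nuclear pore median reversed to -0.035. The log2 fold changes of ego-2, lgx-1, smg-1 and teg-4 reversed to -0.13, -0.19, -0.070 and -0.039. With the block in DESeq2, 1409 genes were downregulated and 669 upregulated, and 907 and 578 were called by both DESeq2 and edgeR with the block.

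With the gene-length offset alone, the medians of the GTPase regulator and actin-binding genes and of the nuclear pore genes reversed to -0.0021 and -0.045, and the log2 fold changes of ego-2, lgx-1, smg-1 and teg-4 to -0.13, -0.24, -0.075 and -0.046. With the offset 4 ribosomal protein genes were downregulated, against 0 without it (65 with an unadjusted p under 0.05), and 0 oxidative phosphorylation genes, against 1 without it, 32 of the latter with an unadjusted p under 0.05.

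DESeq2 in place of edgeR gave 1164 downregulated and 543 upregulated genes, 11 of S2 Table, 93 of Table 2, 45 ribosomal protein, 13 oxidative phosphorylation and 1 proteasome genes, 1 nuclear pore and 9 GTPase regulator and actin-binding genes and 7 changed histone genes, with nxt-1 past the threshold at 0.58 and 2 chromosomes (I and IV) with more changed genes than the others, against 0 in edgeR. edgeR's likelihood ratio test gave 640 downregulated and 466 upregulated genes, 8 of S2 Table, 63 of Table 2, 22 ribosomal protein, 8 oxidative phosphorylation, 1 nuclear pore, 9 GTPase regulator and actin-binding and 7 histone genes, and the nuclear pore median, 0.067, did not pass the threshold. Without a filter on low counts, 717 genes were downregulated and 297 upregulated, with 6 of S2 Table, 40 of Table 2, 15 ribosomal protein, 5 oxidative phosphorylation, 5 GTPase regulator and actin-binding and 6 histone genes.

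With total counts in place of TMM, 22 genes were downregulated, 1 of them a ribosomal protein gene, and the log2 fold changes of ego-1, glp-1 and lag-1 reversed to 0.015, 0.00054 and 0.033, as the median of all tested genes moved from -0.01 to 0.06. Upper-quartile scaling gave 1 ribosomal protein gene. At an adjusted p under 0.01, 0 genes were downregulated and 5 upregulated, and nxf-1 (log2 fold change 0.91), the S2 Table genes (0), the Table 2 genes (0) and the oxidative phosphorylation genes (0) did not pass. At an unadjusted p under 0.05, 1513 genes were lower, as were 40 oxidative phosphorylation genes, and 14 S2 Table and 162 Table 2 genes had the paper's direction. Requiring a change of at least 2-fold left 17 downregulated genes, 1 of S2 Table, 1 of Table 2 and 0 of oxidative phosphorylation, and nxf-1 at 0.91 did not reach it. Adjusting over the histone genes alone gave 8 changed histone genes.

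With each of the 6 replicates left out in turn, the number of downregulated genes ran from 0 to 1724 and that of upregulated genes from 1 to 1252, the highest in each case without WT replicate 1. The same fits gave 0 to 11 genes of S2 Table, 0 to 88 of Table 2, 0 to 3 cell cycle, 0 to 12 histone, 0 to 18 ribosomal protein, 0 to 16 oxidative phosphorylation, 0 to 5 proteasome, 0 to 1 nuclear pore and 0 to 20 GTPase regulator and actin-binding genes. By an unadjusted p under 0.05 they gave 1053 to 2682 downregulated genes, 12 to 14 of S2 Table, 123 to 177 of Table 2, 0 to 4 cell cycle, 9 to 18 histone, 45 to 61 ribosomal protein, 23 to 40 oxidative phosphorylation, 2 to 26 proteasome, 3 to 5 nuclear pore and 12 to 32 GTPase regulator and actin-binding genes. The nuclear pore median ran from 0.034 to 0.13. The log2 fold change of nxf-1 ran from 0.85 to 0.98 and passed the threshold only without WT replicate 1, and that of nxt-1 from 0.48 to 0.70. Reversals in these fits concerned glp-1 (from -0.13 to 0.013), lag-1 (from -0.11 to 0.020), lgx-1 (from -0.24 to 0.45) and rad-51 (from -0.032 to 0.18).

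This was tallied for 34 of the single genes named in the text, not for all of them. For these, 406 values under alternatives kept direction and side of the threshold, 44 became weaker, 43 stronger and 17 reversed. The reversed ones are among those given above. The GC part of the planned length and GC offset was not run, because no genome sequence was used here. The alternative that requires both DESeq2 and edgeR to call a gene gave the same genes as edgeR. Depth limits genes with few counts: 3 counts correspond to between 0.183 and 0.267 CPM. In the edgeR test of all samples, 17 of the 45 histone genes of S9 Fig and cdc-25.4 had too few counts to be tested.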

Differences from the paper's values

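The paper reports 1117 downregulated genes, and edgeR's test of the deposited counts without a block gave 34. Among the alternatives set before the data were examined, DESeq2 (1164), the replicate block (974) and the replicate block with a gene-length offset (1157) came within 1.5 times the paper's number, and the others did not: no filter on low counts gave 717, edgeR's likelihood ratio test 640, total counts 22, upper-quartile scaling 32, at least 10 counts in every sample 29, the gene-length offset alone 44, both callers together 34, an adjusted p under 0.01 gave 0 (1513 with an unadjusted p under 0.05), at least a 2-fold change 17, and leaving out single replicates 0 to 1724. The replicate block with DESeq2 (1409) and with both callers (907) also came within that range, and these were chosen after seeing the values.

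The paper reports 834 upregulated genes, and the test without a block gave 77. The replicate block (695) and the block with a gene-length offset (626) came within 1.5 times the paper's number, as did the block with DESeq2 (669) and with both callers (578), both chosen after seeing the values. DESeq2 without a block gave 543, edgeR's likelihood ratio test 466, no filter 297, total counts 99, upper-quartile scaling 61, at least 10 counts in every sample 60, the gene-length offset 75, both callers 77, an adjusted p under 0.01 gave 5, at least a 2-fold change 63, and leaving out single replicates 1 to 1252.

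S2 Table lists 14 upregulated genes as the paper's count, and 2 were called here. With DESeq2, with the replicate block and without WT replicate 1 the number was 11 in each case, and the other alternatives set before the data were examined stayed further from the paper's.

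For the pathways of S1 Table, the paper's numbers of downregulated genes are 18 for glycolysis, 16 for the citrate cycle, 15 for fatty acid degradation, 49 for oxidative phosphorylation, 8 for glycine, serine and threonine metabolism, 16 for valine, leucine and isoleucine degradation, 14 for pyruvate metabolism, 10 for propanoate metabolism, 53 for ribosome and 16 for proteasome. In the test without a block, 3 oxidative phosphorylation genes and 1 gene of valine, leucine and isoleucine degradation were called, and 0 in each of the other 8 pathways. The numbers of the latter with an unadjusted p under 0.05 were 12 for glycolysis, 11 for the citrate cycle, 8 for fatty acid degradation, 7 for glycine, serine and threonine metabolism, 11 for pyruvate metabolism, 6 for propanoate metabolism, 49 for ribosome and 7 for proteasome. The paper's upregulated genes number 5 for inositol phosphate metabolism, 13 for RNA transport, 10 for mRNA surveillance and 8 for calcium signaling, against 1, 2, 2 and 0 here (6 calcium signaling genes with an unadjusted p under 0.05).

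With the replicate block these numbers came within 1.5 times the paper's in 11 of the 14 pathways: 12 for the citrate cycle, 10 for fatty acid degradation, 39 for oxidative phosphorylation, 8 for glycine, serine and threonine metabolism, 14 for valine, leucine and isoleucine degradation, 11 for pyruvate metabolism, 51 for ribosome, 14 for proteasome, 10 for RNA transport, 9 for mRNA surveillance and 7 for calcium signaling. Glycolysis (11 with the block) came within that range with the block and the gene-length offset together (12). That setting did so as well for the citrate cycle (12), glycine, serine and threonine metabolism (8), valine, leucine and isoleucine degradation (13), pyruvate metabolism (12) and ribosome (36). DESeq2 reached it for ribosome (36), RNA transport (10) and mRNA surveillance (9), and leaving out WT replicate 1 for RNA transport (10), mRNA surveillance (9) and calcium signaling (8). None of the alternatives set before the data were examined closed the gap for inositol phosphate metabolism (3 with the block) and propanoate metabolism (6 with the block). Of the names printed in Table 2, 14 matched no gene here and are not in these counts.

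The paper states that the reduction in phosphorylated histone H3 does not come from lower histone expression. Of the 28 histone genes tested here, 21 had a negative log2 fold change, with a median of -0.73, and 0 passed the threshold without a block (14 with an unadjusted p under 0.05). With the replicate block 9 were called as downregulated. The median weighs every gene alike, whatever its counts. The genes were not separated by type of histone, so it does not speak for histone H3 alone. The genes with the most counts had log2 fold changes of -0.01 (his-72), -0.08 (his-24), -0.33 (his-74) and 0.28 (his-35). For his-37, his-41 and his-71 they were 0.08, 0.22 and 0.07. The paper reports an absence of significant changes in the cdc-25 genes, and with the replicate block cdc-25.2 was called as downregulated (log2 fold change -0.44). With each replicate left out in turn, cdc-25.1 and cdc-25.2 were each called in 1 of the fits. cdc-25.4, which has few counts, was called in at least 1. The log2 fold change of cdc-25.1 ran from -0.35 to -0.15 over these fits. The paper states that nxt-1, eef-1A.2, npp-14 and npp-21 are upregulated. Their log2 fold changes were 0.58, 0.76, 0.29 and 0.39, none past the threshold without a block, with unadjusted p = 0.00779, 0.0155, 0.0162 and 0.00282 by edgeR's quasi-likelihood test. With the replicate block nxt-1, eef-1A.2 and npp-21 passed it (adjusted p = 0.0214, 0.0299 and 0.0282), and npp-14 did not (0.0618). The paper states that ribosomal RNAs are downregulated, and the 2 rrn genes tested here, rrn-2.1 and rrn-3.1, had log2 fold changes of -1.04 and -0.67, with 0 past the threshold and 1 with an unadjusted p under 0.05. The 2 ribosomal RNA genes of the mitochondrial DNA had log2 fold changes of 0.18 (WBGene00014454) and 0.34 (WBGene00014472).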

Other observations

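Of the tests in this part, the use of the gene-length offset and of the replicate block to test explanations for the gene sets, the comparison of replicate 1 of each group for the ribosomal protein, oxidative phosphorylation, proteasome and histone genes, and the test of the nxf-1 region in the fit with the replicate block were chosen only after the result had been seen, as was the use of all 3 WT replicates in the comparison with mutant replicate 1. The 6 samples make 10 splits into 3 and 3. Of these, 4 part all 3 same-numbered pairs, as the real split does, and are compared here, and the other 6 part 1 pair. With 4 splits the share cannot fall under 0.05, so a chance difference between samples is never excluded by this comparison.

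Of the 4 splits, 1, the real one, gave as many downregulated genes as 34 and as many upregulated genes as 77. Each of the 9 other splits gave 0 genes, with between 14 and 2196 genes at an unadjusted p under 0.05. The highest of these numbers, 2196, came from the split that puts WT replicate 1 with mutant replicates 1 and 2. With the replicate block, 1 of the 4 splits, again the real one, gave 974 downregulated and 695 upregulated genes, and the other 3 gave 0, with 100, 13 and 479 genes at an unadjusted p under 0.05. For the S2 Table genes, the Table 2 genes and the downregulated oxidative phosphorylation genes, 1 of the 4 splits gave as many. For the S8 Fig, cell cycle and histone genes and for the ribosomal protein, proteasome, nuclear pore and GTPase regulator and actin-binding genes, all 4 splits gave as many, since the real split gave 0.

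If replicates of the same number had been handled together, pairing them should leave less unexplained variance than other pairings. Of the 6 ways to pair the WT with the mutant replicates, 1, the one the labels give, called as many as 1669 genes. The next called 882, with WT replicates 2 and 3 exchanged, and the other 4 called 79, 58, 7 and 10. With 6 pairings the share cannot fall under 0.05. The 2 highest counts come from the pairings that keep replicate 1 of both groups together, and which property these replicates share was not tested.

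The ribosomal protein, oxidative phosphorylation and proteasome genes were lower in the mutant with the replicate block (medians -0.35, -0.30 and -0.25) and with the block and the gene-length offset (-0.34, -0.29 and -0.26), all past the threshold. Each replicate number occurs once in each group, so a shift shared by the replicates of 1 number cancels between the groups, and the values with the block are no further test of it. The offset, fitted to all genes, moved them little, which shows only that the length trend across all genes is small for these sets. The count tables of mutant replicates 2 and 3 have a header line of another form than the other tables, which might mark another batch. Replicate 1 of each group, with the same form of header, differed by -0.46, -0.47 and -0.22. Mutant replicate 1 also lay far below all 3 WT replicates for the ribosomal protein genes (-0.44 against -0.004 to 0.006). The same held for the oxidative phosphorylation genes (-0.39 against -0.03 to 0.05). A batch of mutant replicates 2 and 3 would not predict this. It is 1 library, however, so such a batch cannot be excluded for these 2 sets. For the proteasome genes WT replicate 1 is itself apart from the other WT replicates (-0.25 against 0.10 and 0.15). Such a batch cannot be excluded there either. For each of the 3 sets, 1 of the 4 splits, the real one, gave a median as large in size. With 4 splits, that cannot exclude a chance difference between samples. Splits that part 1 pair gave larger proteasome medians than the real split, at -0.26. WT replicate 1 grouped with mutant replicates 1 and 2 gave 0.320, and grouped with mutant replicates 1 and 3 gave 0.317. For the ribosomal protein genes the mutant medians were -0.44, -0.29 and -0.32, against -0.004 to 0.006 in WT. For the oxidative phosphorylation genes they were -0.39, -0.22 and -0.27, against -0.03 to 0.05. In both sets the groups lay further apart than the replicates of either group. The paper named both pathways as lower from these same samples, so this separation is no independent evidence against a chance difference. For the proteasome genes WT replicate 1 lay below mutant replicates 2 and 3. A chance difference stays open for all 3 sets. A batch that follows the groups could not be tested.

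The histone genes were lower with the block (median -0.75, adjusted p = 0.00067) and with the block and the offset (-0.69, adjusted p = 0.00582), and replicate 1 of each group differed by -0.63. Here too 1 of the 4 splits gave a median as large. Whether a change in polyadenylation or in the number of dividing cells lies behind this was not tested.

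The GTPase regulator and actin-binding genes were higher with the block (median 0.13) and in replicate 1 (0.09), and 1 of the 4 splits gave a median as large, but with the block and the gene-length offset the median was 0.0084 and not past the threshold. Gene length may therefore account for this set's difference. For the nuclear pore genes the median was 0.072 with the block, no longer past the threshold, -0.035 with the block and the offset, and 0.20 between replicate 1 of each group, and 3 of the 4 splits gave a median as large, so gene length and a chance difference remain.

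Across the 14450 tested genes, the log2 fold change rose with exonic length (Spearman's rho = 0.142, and 1 of the 4 splits gave as large a value). It was 0.129 outside the 5 gene sets, so these sets alone do not account for it, 0.168 among genes with at least 10 counts in every sample, and between 0.092 and 0.136 within the pairs of the same number. Between WT replicates it ran from -0.094 to -0.021. The median log2 fold change was -0.09 in the 3617 shortest genes (up to 860 bases) and 0.06 in the 3611 longest (from 1972 bases). Whether the trend comes from RNA quality, from library preparation or from the mutation cannot be told from the count tables. The offset for length removes any such trend, so a true dependence on length would be removed with it.

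A hypothesis tested here was that steady-state mRNA depends on the number of exons when export is reduced, since splicing and export are linked. If so, as written down before the test, there should be a partial rank correlation of at least 0.1 in size between log2 fold change and exon number, given exonic length, with the same sign in every pair. Across 13835 genes it was 0.093, and in the 3 pairs -0.003, 0.07 and 0.19, so the hypothesis was not borne out.

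Variants linked to nxf-1 that came with the mutant strain could change genes close to it. In the test without a block, 4 of the 325 tested genes within 1 Mb of nxf-1 were called (one-sided Fisher's exact test, adjusted p = 0.873). With the replicate block 51 were called, or 15.7% (adjusted p = 0.0372), as linked variants would predict, although 5.76% of 191 windows of 2 Mb across the genome had a share as high, which dense clusters elsewhere would predict. The windows were stepped by 0.5 Mb, and a first run stepped by 0.25 Mb had given 6.84% of 380 windows, on the same side of the 5% that was set for this test. Windows that overlap the region around nxf-1 can hold its own called genes and were not counted apart. The share of windows therefore cannot decide between these explanations, and both remain for the fit with the block. With the block, chromosome IV (13.0%) and the mitochondrial DNA (5 of 13 genes) also had more called genes than the rest (adjusted p = 0.0372 each), and with DESeq2 chromosomes I and IV did (12.3 and 13.3%). With DESeq2, which had no block, 52 of 398 tested genes around nxf-1 were called, and the region did not pass (adjusted p = 0.0844). Of the 11 mitochondrial genes 0 were called with DESeq2, and 0 had an unadjusted p under 0.05.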
